# Maresin 1 repletion improves muscle regeneration after volumetric muscle loss

**DOI:** 10.7554/eLife.86437

**Published:** 2023-12-22

**Authors:** Jesus A Castor-Macias, Jacqueline A Larouche, Emily C Wallace, Bonnie D Spence, Alec Eames, Pamela Duran, Benjamin A Yang, Paula M Fraczek, Carol A Davis, Susan V Brooks, Krishna Rao Maddipati, James F Markworth, Carlos A Aguilar

**Keywords:** muscle stem cells, immune response, macrophages, single-cell RNA-seq, lipid mediator, Mouse

## Abstract

The acute traumatic or surgical loss of skeletal muscle, known as volumetric muscle loss (VML), is a devastating type of injury that results in exacerbated and persistent inflammation followed by fibrosis. The mechanisms that mediate the magnitude and duration of the inflammatory response and ensuing fibrosis after VML remain understudied, and as such, the development of regenerative therapies has been limited. To address this need, we profiled how lipid mediators, which are potent regulators of the immune response after injury, varied with VML injuries that heal or result in fibrosis. We observed that non-healing VML injuries displayed increased pro-inflammatory eicosanoids and a lack of pro-resolving lipid mediators. Treatment of VML with a pro-resolving lipid mediator synthesized from docosahexaenoic acid, called Maresin 1, ameliorated fibrosis through reduction of neutrophils and macrophages and enhanced recovery of muscle strength. These results expand our knowledge of the dysregulated immune response that develops after VML and identify a novel immuno-regenerative therapeutic modality in Maresin 1.

## Introduction

The acute loss of a large volume of skeletal muscle, or volumetric muscle loss (VML), is a severe type of injury that results in extensive fibrosis and loss of muscle function (Garg et al., 2015b; Corona et al., 2015). Despite attempts to use regenerative medicine and tissue engineering approaches (Greising et al., 2019), VML injuries typically result in sustained inflammation, supplantation of muscle tissue with excessive extracellular matrix (Garg et al., 2015a), and muscle fibrosis (Greising et al., 2017; Aguilar et al., 2018). The cellular and molecular drivers that recruit and program the fibrotic response (Larouche et al., 2018) after VML remain understudied. As such, regenerative therapies to restore muscle function after VML have found limited success.

VML results in incessant invasion and accumulation of inflammatory cells such as neutrophils and macrophages that normally protect the wound from infection (Larouche et al., 2018). The mobilization and infiltration of pro-inflammatory cells are critical both for host defense and the nascent stages of tissue repair (Tidball, 2017; Wosczyna and Rando, 2018). However, VML drives a dysregulated immune cascade, resulting in increased and prolonged inflammation (Larouche et al., 2023), inadequate removal of debris, adoption of a fibrotic, TGFβ1-secreting phenotype in macrophages (Chowdary et al., 2023; Larouche et al., 2022), and aberrant regenerative dynamics of tissue-resident stem cells (Larouche et al., 2022; Stepien et al., 2020). Yet, the causative extracellular signaling factors that recruit and condition the pathological immune cell responses have been underexamined (Tidball, 2005; Novak et al., 2014; Wang et al., 2014).

Recently, a new class of bioactive signaling factors derived from omega-3 or essential fatty acids called pro-resolving lipid mediators (Serhan, 2014) have been discovered to regulate the magnitude and duration of the inflammatory response (Serhan et al., 2008). These pro-resolving lipid mediators have been shown to restrain the infiltration of neutrophils (Malawista et al., 2008), augment macrophage polarization (Schmid et al., 2016) and phagocytosis (Serhan et al., 2012), and attenuate pro-inflammatory signaling molecules, such as eicosanoids (Serhan and Chiang, 2013). The balance that develops after VML between classical inflammatory eicosanoids derived from arachidonic acid (e.g., prostaglandins and leukotrienes) (Wang et al., 2021; Dennis and Norris, 2015) and pro-resolving lipid mediators such as resolvins, protectins, and maresins has not been evaluated. Moreover, how many of these lipid mediators contribute to recruitment of immune cell subtypes after VML and concomitant fibrosis requires further understanding.

Herein, we contrasted VML injuries that heal and restore muscle function with those that result in fibrosis and loss of muscle function. We used metabolipidomics analysis over a time course to assess the changes in the composition of bioactive signaling mediators for VML injuries that regenerate compared to those that result in fibrosis. For degenerative VML injuries, increased pro-inflammatory eicosanoids were detected when compared to VML injuries that heal and no detectable change in pro-resolving mediators. Exogenous administration of a docosahexaenoic acid-derived pro-resolving lipid mediator called Maresin 1 (Serhan et al., 2012; Marcon et al., 2013) after degenerative VML injury was observed to impact resolution trajectory by simultaneously attenuating macrophage and neutrophil infiltration, reducing fibrosis, and promoting muscle regeneration via enhancing muscle stem cell (MuSC) proliferation. These findings suggest pro-resolving lipid mediators can encourage healing of severe muscle trauma and alter the signaling environment to support MuSC-based regeneration.

## Results

### Comparative analysis of VML injuries of varied sizes reveals variations in fibrosis and function

To establish a framework for understanding how variations in the inflammatory response drive fibrotic scarring and muscle degeneration after VML injury, we administered bilateral VML injuries to the tibialis anterior (TA) muscles of adult C57BL/6J mice by delivering full-thickness 1-mm or 2-mm punch biopsies (Anderson et al., 2019; Figure 1A). We extracted muscles at 7 and 14 d post injury (dpi) and observed increased collagen deposition in 2-mm defects when compared to 1-mm defects by Picrosirius red staining (Figure 1B–D, n = 3–4 mice per condition, paired). To determine whether the increases in fibrosis with larger VML defects engendered reductions in maximal tetanic force, we compared 1-mm and 2-mm defects with uninjured muscle at 28 dpi. We found reductions in force output for 2-mm defects when compared to 1-mm and uninjured muscle (Figure 1E and F, Figure 1—figure supplement 1A–E, n = 6–8 mice per group, unpaired two-way ANOVA), which is consistent with previous studies (Larouche et al., 2022; Anderson et al., 2019). Summing these results shows that 2-mm punch biopsy defects to murine TA muscles (degenerative VML injuries) produce fibrotic supplantation and reductions in muscle function, while 1-mm punch biopsy defects (regenerative VML injuries) result in less fibrosis and functionally recover to the same level as uninjured tissues by 28 dpi.

**Figure 1.**
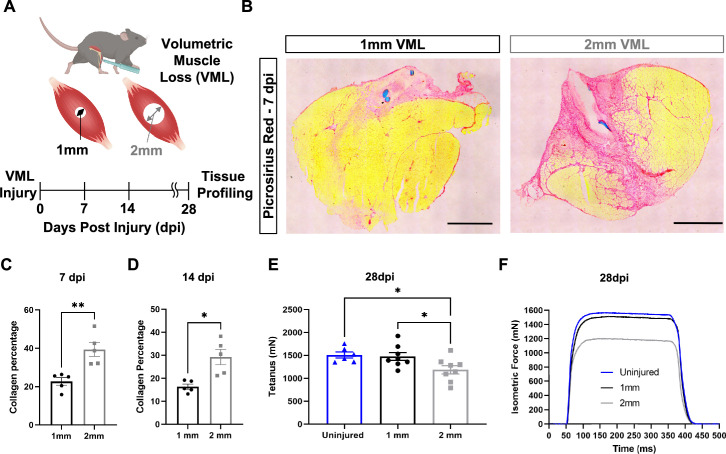
In vivo comparison of degenerative and regenerative volumetric muscle loss (VML) injuries. (**A**) Schematic of experiment, whereby young (3 mo) mice were administered 1-mm (administered to left leg) or 2-mm (administered to right leg) biopsy punches to their tibialis anterior muscle to create a VML injury. (**B**) Representative cross-sections stained with Picrosirius red isolated from healing (1-mm defect) and non-healing (2-mm defect) 7 d post injury (dpi) (n = 4–5 tissues from five mice per group). Scale = 200 μm. (**C, D**) Quantitation of images from (**B**) shows reductions in Picrosirius red for 1-mm defects compared to 2-mm defects at 7 dpi (**C**) and 14 dpi (**D**). Graphs show mean ± SEM. (**E**) Average tetanic force from uninjured (blue) tibialis anterior muscle at 28 dpi following 1-mm (black) or 2-mm (gray) VML injuries. Bars show mean ± SEM and *p<0.05 between injury types by two-way ANOVA and post hoc. n = 6–8 tissues 6–8 mice per group. (**F**) Representative force curves of uninjured tibialis anterior muscle (blue) at 28 dpi following 1-mm (black) or 2-mm (gray) injuries. For (**C**) and (**D**), unpaired *t*-test with Welch’s correction. *p<0.05 and **p<0.01.

**Figure 1—figure supplement 1.**
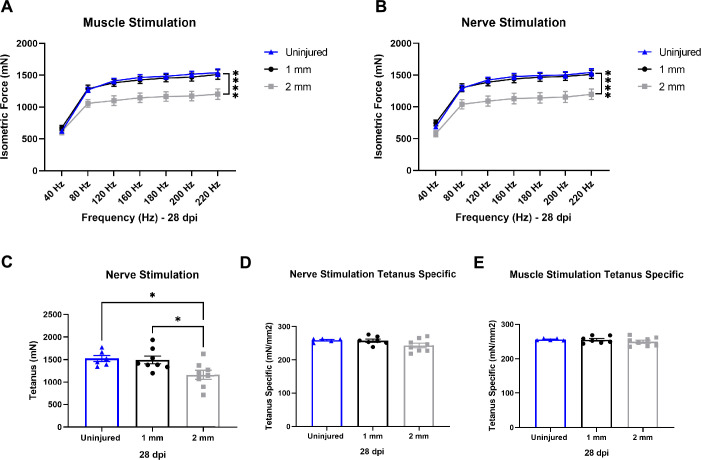
Functional assessment of response to healing or degenerative volumetric muscle loss injuries. (**A, B**) Force frequency of muscle (**A**) and nerve stimulation (**B**) of uninjured, 1-mm and 2-mm groups uninjured (blue) tibialis anterior muscle at 28 d post injury (dpi) (1 mm [black] or 2 mm [gray]). Points show mean ± SEM and ****p<0.0001 between uninjured and 2-mm injury groups by two-way ANOVA and post hoc. n = 6–8 tissues from 6 to 8 mice per group. (**C**) Average tetanic force from nerve stimulation of uninjured tibialis anterior muscle at 28 dpi. Bars show mean ± SEM and *p<0.05 between injury types by two-way ANOVA and post hoc. n = 6–8 tissues from 6 to 8 mice per group. (**D, E**) Tetanic force normalized to total muscle cross-sectional area (CSA) (mm^2^) from nerve (**D**) and muscle (**E**) stimulation of uninjured tibialis anterior muscle at 28 dpi. Bars show mean ± SEM. n = 6–8 tissues from 6 to 8 mice per group.

### Metabolipidomic profiling after volumetric muscle injuries shows imbalances in pro- and anti-inflammatory lipid mediators

A dysregulated immune response (Larouche et al., 2018; Larouche et al., 2022) has been shown to be responsible for the fibrotic scarring induced from degenerative VML injury. To glean the factors that recruit and program myeloid-derived cells to promote excessive tissue fibrosis, we administered regenerative (1 mm) vs degenerative (2 mm) VML injuries to TA muscles as above and performed liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS)-based metabolipidomics profiling at 0, 3, 7, and 14 dpi (Figure 2A). We profiled a total of 143 lipid mediator species across the time course of recovery from VML. In total, 80 lipid mediators were reliably detected in muscle tissue homogenates (signal-to-noise ratio >3 and peak quality > 0.2 in at least 50% of samples, Supplementary file 1 ).

**Figure 2.**
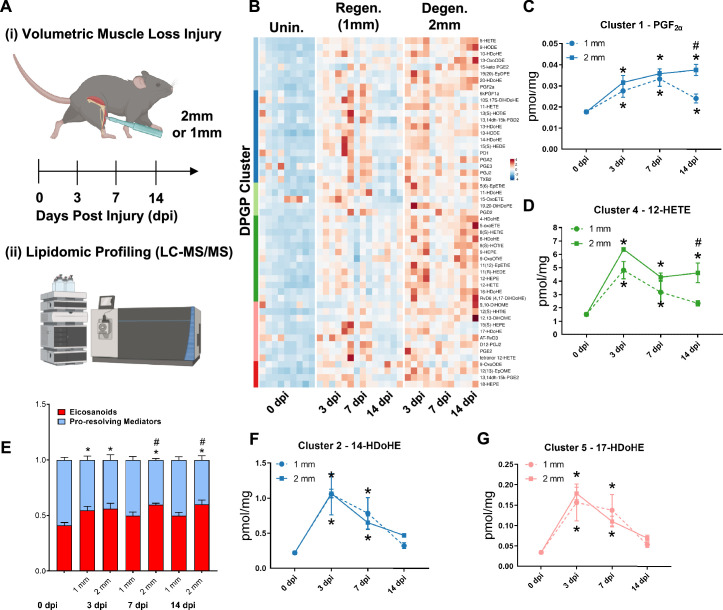
Lipidomic profiling after volumetric muscle loss (VML) injuries reveals stronger and sustained lipid mediator response in degenerative injuries. (**A**) Mice were administered a bilateral defect to tibialis anteriors (TAs) (left leg received a 1-mm defect and right leg received a 2-mm defect). Tissues were harvested at 0, 3, 7, and 14 d post injury (dpi) and subjected to liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS) analysis. n = 5 tissues from five mice per injury type and timepoint. Statistical analyses were paired. (**B**) Row-scaled heatmap of 53 differentially expressed analytes across injuries and timepoints. Analytes are grouped by Dirichlet Process Gaussian Process (DPGP) clusters. (**C–D, F–G**) Changes of specific lipid metabolites in different clusters per injury type and timepoint expressed in pmol/mg. Two-way paired ANOVA was used to estimate statistical differences between injury and timepoints. Graphs show mean ± SEM, *<0.05 between timepoints of matched injury timepoint, **<0.01 between different injury types, and #<0.05 between different injury types at a certain timepoint. (**C, D**) Prostaglandin F2 alpha and 12-HETE are both eicosanoids related to pro-inflammatory effects. (**E**) Eicosanoids (TXB_2_, PGD_2_, PGE_2_, PGF_2α_, 6kPGF_1α_, and 5-, 12-, 15-HETEs) vs pro-resolving mediators pathway markers (5-HEPE, 4-HDoHE, 7-HDoHE, 12-HEPE, 14-HDoHE, RvD6, PD1, 10S,17S-DiHDoHE, Maresin 1, Mar1-n3DPA, LXA_4_) graphed for 2-mm and 1-mm VML defects at 0, 3, 7, and 14 dpi. Both analyte groups were normalized to ratios adding up to 1. Two-way paired ANOVA statistical tests were used to compare values between injury and timepoints. *p<0.05 between timepoints of matched injury timepoint, and #p<0.05 between different injury types at a certain timepoint. (**F**) 14-HDoHE represents a pathway marker for maresins. (**G**) 17-HDoHE is a pathway marker for D-resolvins/protectins. Both maresins and resolvins are related to anti-inflammatory effects.

**Figure 2—figure supplement 1.**
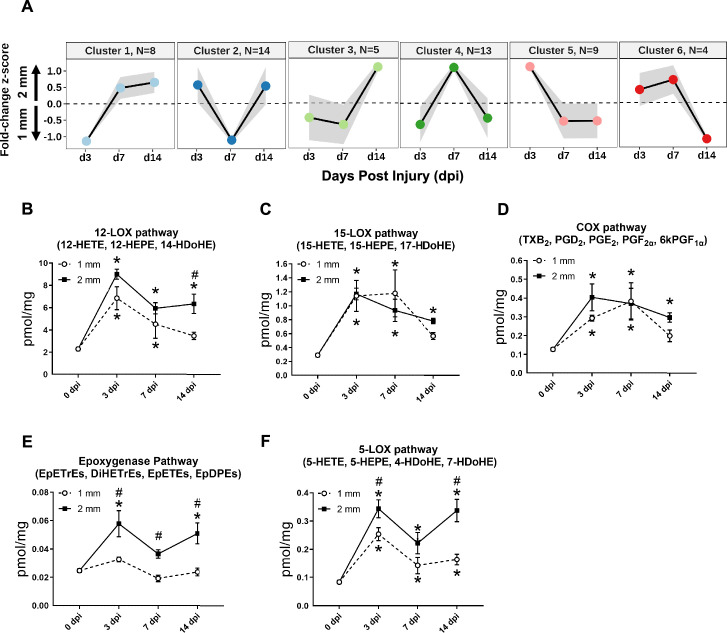
Dynamics of lipid mediators after volumetric muscle loss injury. (**A**) Dirichlet Process Gaussian Process (DPGP) mixture model-based clustering of mean analyte abundance fold change z-scores across injury timepoints. Black lines are cluster means, and the gray bars show 2 SDs around the mean. Color scheme for each cluster corresponds to Figure 2 DPGP heatmap (**B–F**) Changes of pooled lipid mediators metabolites per injury type and timepoint expressed in pmol/mg. Two-way paired ANOVA was used to estimate statistical differences between injury and timepoints. Graphs show mean ± SEM, *p<0.05 between timepoints of matched injury timepoint and #p<0.05 between different injury types at a certain timepoint. (**B**) Sum of 12-HETE, 12-HEPE, and 14-HDoHE. 12-HETE is commonly related to pro-inflammatory effects while 14-HDoHE is a known pathway marker for Maresin 1. (**C**) Sum of 15-HETE, 15-HEPE, and 17-HDoHE. 15-HETE is commonly related to pro-inflammatory effects while 17-HDoHE is a known pathway marker for resolvings. (**D**) Sum of PGI_2_ (6kPGF_1α_), PGF_2α_, PGE_2_, PGD_2_, and TXB_2_. Prostaglandins and thromboxanes have been commonly related to pro-inflammatory effects. (**E**) Sum of EpETrEs, DiHETrEs, EpETEs, and EpDPEs. Cytochrome P450 epoxygenase pathway has been related to anti-inflammatory effects that remains as an understudied pathway. (**F**) Sum of 5-HETE, 5-HEPE, 4-HDoHE, and 7-HDoHE. 5-HETE is commonly related to pro-inflammatory effects.

Of the 80 analytes detected by LC-MS/MS, 53 displayed differential dynamics between regenerative vs degenerative VML injuries. For degenerative defects, a greater abundance of many pro-inflammatory eicosanoids such as the major lipoxygenase-derived hydroxyeicosatetraenoic acids (HETEs) 5-HETE, and 12-HETE, as well as cyclooxygenase (COX)-derived prostaglandins, including PGF_2α_, PGE_2_, PGD_2_, PGA_2_, PGI_2_ (6-keto-PGF_1α_), and TXB_2_, was detected (Figure 2B). To gain further insights into time-series variations between the two injuries, we performed non-parametric clustering of differentially detected analytes (McDowell et al., 2018a; Figure 2—figure supplement 1A). We observed variations in temporal profiles for classical eicosanoids such as prostaglandin (PGF_2α_, cluster 1) and 12-HETE (cluster 4), whereby for regenerative defects, a temporal increase in concentration was detected followed by returns to uninjured levels by 14 dpi. In contrast, PGF_2α_ and 12-HETE remained elevated in concentration for degenerative defects at 7 and 14 dpi (Figure 2C and D). In further agreement with this observation, parametric statistical analysis of analytes pooled by specific biosynthetic pathways that lead to pro-inflammatory eicosanoid production such as 5-LOX and 12-LOX showed increases in concentration for degenerative VML injuries at longer timepoints driven mainly by greater and/or more prolonged local biosynthesis of PGF_2α_ (COX pathway), 5-HETE (5-LOX pathway), and 12-HETE (12-LOX pathway) (Figure 2—figure supplement 1B–F).

To determine whether the increase in eicosanoids for degenerative defects was balanced by increases in specialized pro-resolving mediators and their related pathway markers/biosynthetic intermediates (5-HEPE, 4-HDoHE, 7-HDoHE, 12-HEPE, 14-HDoHE, RvD6, PD1, 10S, 17S-DiHDoHE, Mar1_n3DPA_, and LXA_4_), we plotted the ratio between classical pro-inflammatory eicosanoids (sum of TXB_2_, PGD_2_, PGE_2_, PGF_2α_, 6kPGF_1α_, and 5-, 12-, 15-HETEs) relative to detected specialized pro-resolving mediators and their related pathway markers (Figure 2E). These data revealed at 14 dpi an overall stronger inflammatory response for degenerative defects when compared to regenerative defects. In contrast to the increased and sustained levels of eicosanoids, pro-resolving pathway markers/biosynthetic intermediates such as from Maresin 1 (14-HDoHE) and D-series resolvins/protectins (17-HDoHE) from clusters 2 and 5 transiently increased in abundance and returned to uninjured levels by 14 dpi (Figure 2F and G). The pro-resolving mediators also displayed a highly similar trajectory between degenerative or regenerative injuries (Figure 2F and G). Overall, the distinct intramuscular lipid mediator profile between injury types and timepoints suggests a dysregulated immune response may be driven, in part, by a relative overabundance of classical pro-inflammatory eicosanoids within degenerative VML injuries in the absence of a coordinated pro-resolving lipid mediator response.

### Treatment of VML with Maresin 1 reduces fibrosis and inflammatory cell accumulation

Our data suggest that the lack of pro-resolving mediators and lipid mediator imbalances may contribute to a lack of tissue regeneration after VML. To examine if treatment of degenerative VML with a pro-resolving lipid mediator reduced inflammation and fibrosis, we administered synthetic Maresin 1 (7*R*,14*S*-dihydroxydocosa-4Z,8*E*,10*E*,12*Z,16Z,19Z*-hexaenoic acid) (Serhan et al., 2012), which has previously been shown to reduce neutrophil accumulation and alter macrophage phenotype during tissue regeneration (Serhan et al., 2012; Marcon et al., 2013). Following degenerative VML injury, we locally administered synthetic Maresin 1 through intramuscular injection every other day beginning at 1 dpi (Figure 3A). At 7 dpi, a significant reduction in collagen deposition was observed by Picrosirius red staining for muscles treated with Maresin 1 compared to vehicle-treated contralateral limbs (Figure 3B and C, n = 9 tissues from nine mice, paired). Based on observed reductions in collagen deposition, we next sought to understand the differences in inflammatory cell abundance. Both immunohistochemistry stains for CD68 and flow cytometry quantifications (CD45^+^F4/80^+^) revealed a reduction for muscles treated with Maresin 1 compared to vehicle-treated controls (Figure 3D and E), n = 7 tissues from seven mice, paired; (Figure 3—figure supplement 1A and B, n = 8–10 muscles from five mice, unpaired). Moreover, consistent with literature showing reduced neutrophil accumulation as a result of Maresin 1 treatment (Francos-Quijorna et al., 2017), flow cytometry at 7 dpi for CD45^+^Ly6G^+^ cells revealed significant reductions (Figure 3—figure supplement 1A–D, n = 8–10 tissues from five mice, unpaired). These results suggest that administration of Maresin 1 after VML suppresses inflammation and concomitant fibrosis.

**Figure 3.**
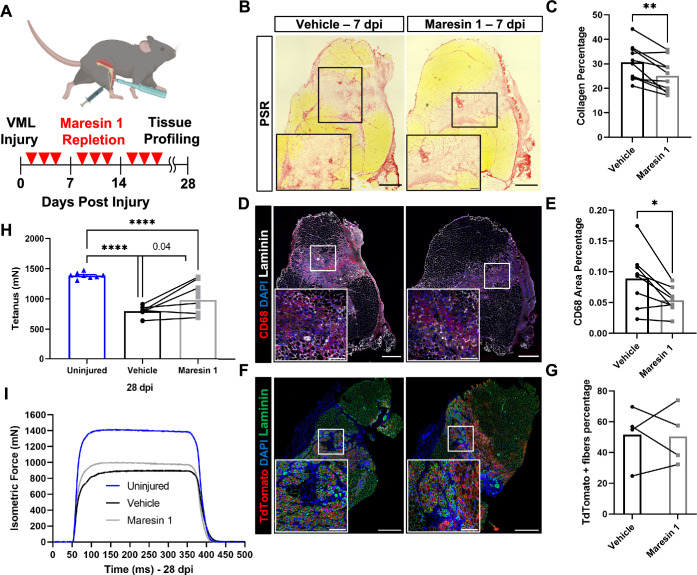
Repletion of Maresin 1 after degenerative volumetric muscle loss (VML) injury results in reductions in inflammation and fibrosis. (**A**) Mice were administered bilateral 2-mm VML defects to their tibialis anterior (TA) muscles. One limb received an intramuscular injection of Maresin 1 and the other limb received vehicle (saline + 0.01% EtOH) treatment every 2 d. (**B**) Representative cross-sections stained with Picrosirius red isolated 7 d post injury (dpi) following treatment with vehicle or Maresin 1 treatment. n = 7 tissues from seven mice per group, scale bar = 500 μm. Inset scale bar = 150 um. *p<0.05 by paired *t*-test.(**C**) Quantitation of Picrosirius red at 7 dpi from (**B**) shows a reduction of collagen deposition for Maresin 1 treatment. Graphs show mean ± standard error of mean (SEM), **p<0.01 by paired *t*-test. (**D**) Representative cross-sections from muscles isolated 7 dpi treated with vehicle or Maresin 1 treatment. Sections are immunostained for CD68 (red), DAPI (blue), and laminin (white). n = 7 tissues from seven mice per group, scale bar = 500 μm. Inset scale bar = 150 um. (**E**) Quantitation of number of macrophages (CD68^+^) at 7 dpi from (**D**) shows a decrease in the number of macrophages for Maresin 1 treatment. Graphs show mean ± SEM, *p<0.05 by paired *t*-test. (**F**) Representative cross-sections from muscles isolated 7 dpi treated with vehicle or Maresin 1 treatment. Sections are immunostained for TdTomato (red), DAPI (blue), and laminin (green). Scale bar = 500 μm. Inset scale bar = 150 um. (**G**) Quantitation of average cross-sectional area of fibers positive for TdTomato. n = 4 tissues from four mice per group. (**H**) Average tetanic force from muscle stimulation of uninjured (blue) TA muscle at 28 dpi and treatment with saline (black) and Maresin 1 (gray). Bars show mean ± SEM and ****p<0.0001 between uninjured and VML + Maresin 1 treatment, and between uninjured and VML + saline treatment, and p=0.0477 between VML + Maresin 1 and VML + saline treatment by one-way ANOVA and post hoc. n = 11 tissues from 11 mice per group. (**I**) Representative force curves of uninjured TA muscle (blue) at 28 dpi following saline (black) and Maresin 1 treatment (gray).

**Figure 3—figure supplement 1.**
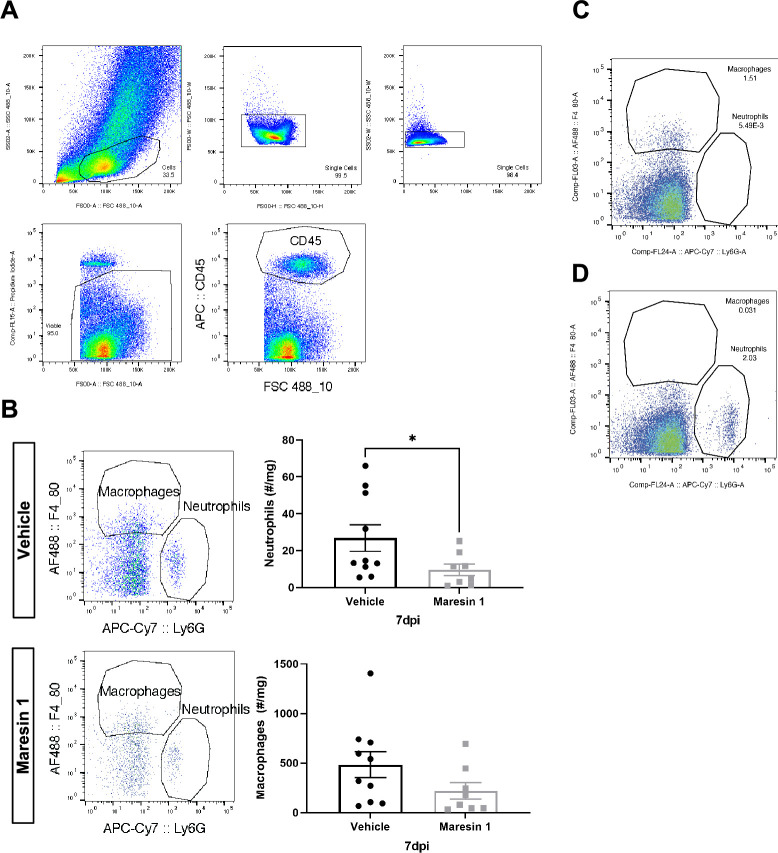
Immune profiling of response to volumetric muscle loss (VML) injury after treatment with Maresin 1. (**A**) Complete gating strategy for neutrophils and macrophages. Values indicate percentage of parent. (**B**) Maresin 1 treatment significantly reduced neutrophil abundance and reduced F4/80+ macrophage abundance by flow cytometry at 7 d post injury (dpi). Graphs show mean ± standard error of mean (SEM), *p<0.05 by two-sided, two-sample *t*-test. n = 8–10 tissues from 4 to 5 mice. (**C**) FMO control for Ly6G-APC-Cy7. Values indicate percentage of CD45+ cells. (**D**) FMO control for F4/80-AF488. Values indicate percentage of CD45+ cells.

**Figure 3—figure supplement 2.**
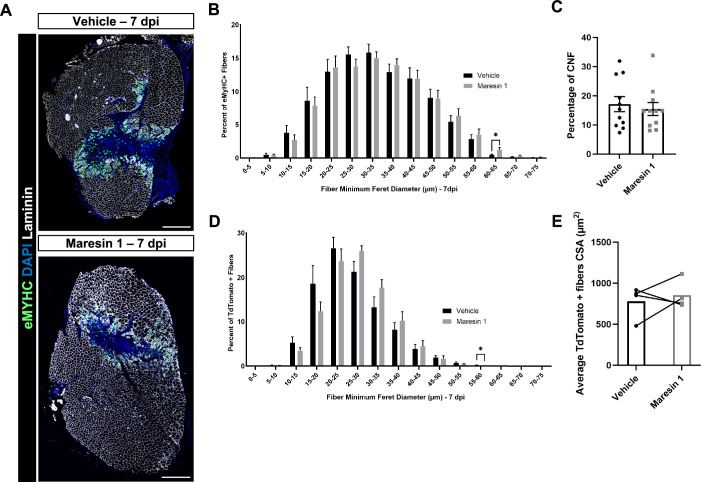
Regenerative response to volumetric muscle loss (VML) injury after treatment with Maresin 1. (**A**) Representative cross-sections from muscles isolated 7 d post injury (dpi) with vehicle (top) or Maresin 1 (bottom) treatment. Sections are immunostained for embryonic myosin heavy chain (eMyHC) (green), DAPI (blue), and laminin (white). Scale bar = 500 μm. (**B**) Distributions of Feret diameter for eMyHC^+^ myofibers show increased number of larger regenerating myofibers for Maresin 1 treatment when compared to vehicle treatment at 7 dpi. Graphs show mean ± SEM, n = 11 tissues from 11 mice per group. * p< 0.05 by unpaired t-test."(**C**) Percentage of centrally nucleated fibers at 7 dpi. Bars show mean ± SEM, n = 11 tissues from 11 mice per group. (**D**) Distributions of Feret diameter for TdTomato^+^ myofibers show increased number of larger regenerating myofibers for Maresin 1 treatment when compared to vehicle treatment at 7 dpi. Graphs show mean ± SEM, n = 4 tissues from four mice per group. p< 0.05 by unpaired t-test.(**E**) Percentage of TdTomato^+^ positive fibers (n = 4 tissues from four mice per group).

**Figure 3—figure supplement 3.**
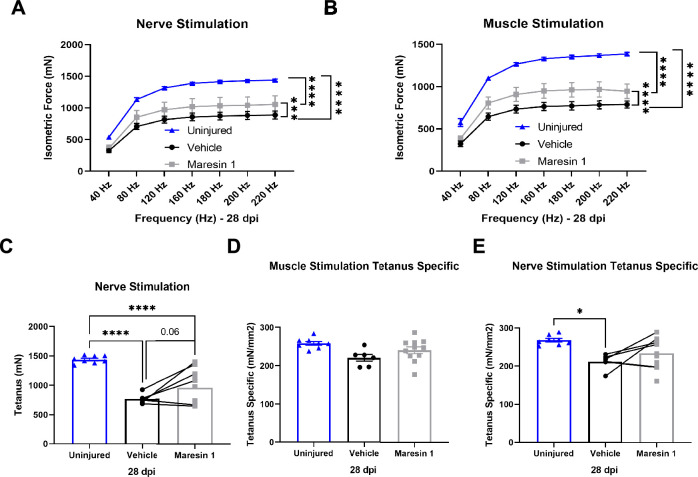
Changes in muscle force after volumetric muscle loss (VML) injury are enacted with treatment with Maresin 1. (**A, B**) Force frequency of nerve (**A**) and muscle stimulation (**B**) of uninjured (blue) tibialis anterior muscle at 28 d post injury (dpi) following treatment with saline (black) or Maresin 1 (gray). Points show mean ± SEM and ****p<0.0001 between uninjured and vehicle, uninjured and Maresin 1 treatment, and ***p<0.001 between vehicle and Maresin 1 treatments (**A**) ****p<0.001 between vehicle and Maresin 1 treatments (**B**) by two-way ANOVA and post hoc analysis. n = 6–9 tissues from 6 to 9 mice per group. (**C**) Average tetanic force from nerve stimulation of uninjured tibialis anterior muscle at 28 dpi following 2-mm VML injuries treated with saline and Maresin 1. Bars show mean ± SEM and ****p<0.0001 between uninjured and VML + saline treatment and between uninjured and VML + Maresin 1 treatment, and p=0.0690 between VML + Maresin 1 and VML + saline treatment by one-way ANOVA and post hoc. n = 6–9 tissues from 6 to 9 mice per group. (**D, E**) Tetanic force normalized to total muscle cross-sectional area (CSA) (mm^2^) from muscle (**D**) and nerve (**E**) stimulation of uninjured tibialis anterior muscle at 28 dpi following 2-mm VML injuries treated with saline and Maresin 1. Bars show mean ± SEM and *p<0.05 between uninjured and VML + saline treatment by one-way ANOVA and post hoc analysis. n = 6–9 tissues from 6 to 9 mice per group.

### Administration of Maresin 1 after VML augments muscle force

To determine whether the reductions in inflammation and fibrosis from Maresin 1 treatment improved muscle regeneration and restoration of muscle force, we utilized a MuSC fluorescent reporter model (*Pax7^CreERT2^ – Rosa26^-TdTomato^*). Upon administration of tamoxifen and *Cre* recombination, this model indelibly labels MuSCs and their progeny with TdTomato. We injured TA muscles with 2-mm VML as above, extracted muscles at 7 dpi, and cross-sectioned and immunostained the tissues for TdTomato (Larouche et al., 2021). We observed an increase in the cross-sectional area (CSA) of TdTomato^+^ myofibers for tissues treated with Maresin 1 when compared to untreated muscles (Figure 3F and G, Figure 3—figure supplement 2D–E, n = 4 tissues from four mice, paired). We further validated these results by immunostaining for myosin heavy chain 3 (MyHC3) at 7 dpi. In line with our previous observations with the MuSC lineage-tracing model, we detected a small shift in the distribution of regenerating myofibers, with slightly larger MYH3^+^ myofibers for tissues treated with Maresin 1 when compared to vehicle-treated tissues ( Figure 3—figure supplement 2A–C, n = 11 tissues from 11 mice, unpaired), respectively. To glean whether reductions in fibrosis and small increases in muscle regeneration resulted in changes in recovery of muscle force, we measured maximal tetanic force at 28 dpi for Maresin 1-treated tissues and vehicle-treated controls. We detected treatment of VML with Maresin 1 yielded increases in maximal tetanic force when compared to vehicle alone (Figure 3H and I, Figure 3—figure supplement 3A–E, n = 11 tissues from 11 mice, unpaired). These results suggest that repletion of Maresin 1 positively promotes restoration of function through reduction of inflammation and fibrosis and slight increases in muscle regeneration.

### Maresin 1 engagement of LGR6 receptor mediates proliferation in MuSCs

Previous research (Chiang et al., 2019) has demonstrated that Maresin 1 selectively binds to the lleucine-rich repeat containing G-protein-coupled receptor 6 (LGR6), but not other LGR receptors, such as LGR4 or LGR5. To understand whether LGR6 is expressed by MuSCs and has direct impact across different MuSC states (quiescent, activated, differentiated), we assessed changes in *Lgr6* expression via RT-qPCR at three timepoints (immediately post MuSC isolation from uninjured limb muscles, following in vitro activation and culture, and 72 hr post differentiation induction using low-serum media). We isolated MuSCs from uninjured hindlimb muscles (Aguilar et al., 2016; Yang et al., 2021) and observed low but detectable expression of *Lgr6* among freshly isolated MuSCs and differentiated, fused myotubes, with a nearly 65-fold increase in expression among proliferating myoblasts (Figure 4A, n = 3 wells per condition). This is consistent with previously published bulk RNA-seq datasets isolated from MuSCs after barium chloride injury showing upregulated *Lgr6* expression among MuSCs that were isolated after injury (Shcherbina et al., 2020), and suggests that activation of the LGR6 receptor by Maresin 1 may influence proliferation (Khedgikar et al., 2022). To test whether Maresin 1 stimulated proliferation, we isolated MuSCs from uninjured limb muscles and exposed them to Maresin 1 in the presence of 5-ethynyl-2′deoxyuridine (EdU) for 24 hr. In line with our hypothesis, we observed a significant increase in EdU-positive cells as a result of Maresin 1 treatment (Figure 4B, Figure 4—figure supplement 1A, n = 4 wells per condition, unpaired).

**Figure 4.**
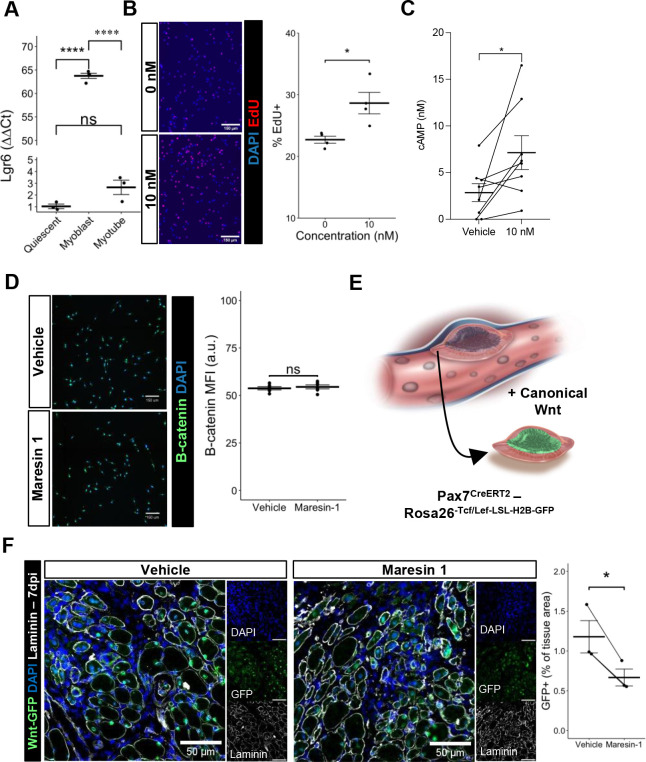
Maresin 1 impacts muscle stem cell (MuSC) proliferation through Lgr6. (**A**) Lgr6 is highly upregulated in proliferating myoblasts by RT-qPCR. Graph shows mean ± SEM, ****p<0.0001 by one-way ANOVA and Benjamini–Hochberg (BH) post hoc analysis. n = 3–4 wells per condition. (**B**) Treatment of myoblasts with a low concentration of Maresin 1 in vitro increases proliferation based on EdU incorporation over 24 hr. Graph shows mean ± SEM, *p<0.05 by one-way ANOVA with BH post hoc analysis. n = 4 wells per condition, where each well was quantified using four separate 10× images. Scale bars indicate 150 um. (**C**) Measurement of cyclic AMP in primary myoblasts treated with 10 nM Maresin 1 or vehicle for 24 hr. n = 8 biological replicates, each value was calculated by averaging three wells per condition for each mouse. Data presented as mean ± SEM. *p<0.05 by two-sided paired *t*-test. (**D**) β-Catenin levels are unchanged following Maresin 1 treatment of wildtype MuSCs in vitro. ns denotes p>0.05 by two-sided, two-sample *t*-test. n = 6 wells per condition. (**E**) Schematic of MuSC lineage reporter for canonical Wnt signaling. In response to canonical Wnt, cells express green fluorescent protein in their nuclei. (**F**) In vivo treatment of volumetric muscle loss (VML) injuries with Maresin 1 reduces activation of canonical Wnt signaling in Pax7+ MuSCs using the P7Wnt-GFP mouse model at 7 d post injury (dpi). Graph shows mean ± SEM, *p<0.05 by two-sided, two-sample *t*-test. n = 3 mice per condition. Scale bars indicate 100 um.

**Figure 4—figure supplement 1.**
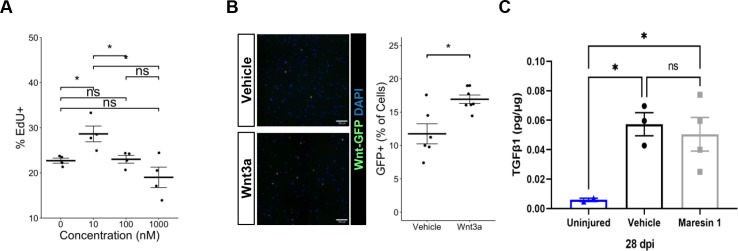
Experimental evaluation of parameters for Maresin 1 treatment of muscle stem cells (MuSCs) and their progeny in vitro. (**A**) Maresin 1 dose–response curve showed the most impact on proliferation with treatment using 10 nM. There was no statistically significant effect with higher doses. *p<0.05 by one-way ANOVA with post hoc analysis. n = 4 wells per condition, each reflecting the combined analysis of 10 images. (**B**) MuSCs isolated from P7Wnt mice demonstrate increased percentage of GFP+ cells in response to treatment with recombinant Wnt3a protein. *p<0.05 by two-sided, two-sample *t*-test. n = 8 wells per condition. (**C**) ELISA assay targeting TGFβ1 in volumetric muscle loss (VML) injured tibialis anterior (TA) muscles. Maresin 1 and vehicle treatments were administered every 2 d throughout 7 d post injury (dpi). Points show mean ± SEM and *p<0.05 between uninjured and vehicle, uninjured and Maresin 1 treatments by one-way ANOVA and post hoc. n = 3–4 tissues from two mice per group.

### Maresin 1 promotes cyclic AMP and not canonical Wnt in MuSCs

Engagement of LGR6 in different cell types has been shown to stimulate several different pathways, including cyclic AMP (cAMP) (Khedgikar et al., 2022) and canonical Wnt signaling (Khedgikar et al., 2022; Liu et al., 2019), which have been associated with MuSC proliferation, migration, and differentiation (Berdeaux and Stewart, 2012; Yin et al., 2013). To examine whether Maresin 1 can promote G-protein-coupled receptor (GPCR) signaling and cyclic AMP, we isolated and cultured MuSCs with Maresin 1 and evaluated cAMP levels. In line with our previous observations, MuSCs treated with Maresin 1 exhibited increased cAMP compared with controls (Figure 4C, n = 8 biological replicates [three wells per replicate], paired). Engagement of LGR6 has also been demonstrated to influence canonical Wnt signaling (Khedgikar et al., 2022; Liu et al., 2019), and to examine this effect we developed a *Pax7Cre^ERT2^-Rosa26^Tcf/Lef-LSL-H2B-GFP^* reporter mouse (P7Wnt) that activates a nuclear green fluorescent protein reporter in MuSCs in response to canonical Wnt signaling (Figure 4D). We validated this mouse model by culturing MuSCs harvested from uninjured P7Wnt hindlimb muscles with recombinant Wnt3a protein for 48 hr and immunostaining for GFP. As expected, we detected an increased percentage of GFP^+^ cells relative to vehicle treatment (Figure 4—figure supplement 1B). We next isolated MuSCs from uninjured P7Wnt hindlimb muscles, cultured the cells with Maresin 1, and observed no change in GFP/canonical Wnt signaling compared to controls (Figure 4E, n = 6 wells per condition, unpaired). Combining these results suggests that Maresin 1 stimulates MuSC proliferation via cAMP signaling, and this effect is not mediated through canonical Wnt, which is consistent with previous results (Khedgikar et al., 2022; Ruan et al., 2019). To determine whether Maresin 1 treatment altered canonical Wnt in MuSCs in vivo after degenerative VML injuries, we injured P7Wnt mice with bilateral degenerative VML and treated one limb with vehicle and the other limb with Maresin 1. In vivo treatment of degenerative VML injuries with Maresin 1 showed reductions in GFP and canonical Wnt signaling among MuSCs at 7 dpi (Figure 4F, n = 3–4 tissues from three mice, unpaired). Given sustained Complement activates canonical Wnt signaling and muscle fibrosis (Larouche et al., 2018; Naito et al., 2012), this result was in line with our observations of reductions in collagen deposition and macrophage accumulation. We further investigated why stronger enhancements in muscle regeneration were not further enhanced given activation of cAMP and reductions in canonical Wnt by focusing on TGFβ1, which has been shown to attenuate MuSC fusion and becomes dysregulated after VML (Larouche et al., 2022; Girardi et al., 2021). We tested whether changes in active TGFβ1 were derived with Maresin 1 treatment after VML using ELISA. We observed slight reductions in active TGFβ1 at 7 dpi in VML-injured muscles treated with Maresin 1 compared to those treated with vehicle (Figure 4—figure supplement 1C, n = 3–4 tissues from 3 to 4 mice, unpaired). Integrating these results supports the notion that Maresin 1 positively impacts MuSC proliferation through cAMP, but fusion of MuSCs and associated myofiber repair is not significantly enhanced in vivo.

### Single-cell RNA sequencing supports reductions in inflammatory cells and increases in myogenic cells as a result of Maresin 1 administration

To further probe the impact of Maresin 1 treatment post VML, we performed droplet-based single-cell RNA sequencing (scRNA-seq) on viable mononucleated cells isolated from vehicle and Maresin 1-treated degenerative VML defects at 7 dpi (Figure 5A, each condition represents a pool of four tissues from four mice). 

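Single-cell RNA sequencing counts the transcripts of each cell separately, and here it was used to ask which cells filled the defect at 7 dpi and which genes they expressed after injections of Maresin 1 or vehicle. The treatments were compared in 2 experiments, which gave 4 pools of cells. The paper says that its experiments were repeated apart from the single-cell sequencing, and whether the experiments here used different mice is not stated. In the first experiment the cells of each pool carried their own oligonucleotide tag and both pools were captured together, and in the second each pool was captured as a library of its own. The defect was 2 mm wide, and 100 ng of Maresin 1 in 20 µL, or vehicle, was injected on days 1, 3 and 5. The paper's methods and the sample labels give 3 mice per pool and its results section gives 4. Each mouse had a defect in both legs, and the methods say that legs were randomized to Maresin 1 or vehicle, so the pools of an experiment may hold opposite legs of the same mice, which is not stated. Mice within a pool cannot be told apart, so the pool was the replicate (n = 2 pools per treatment).

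The authors' values are counts of unique molecular identifiers (UMIs) per gene and cell from Cell Ranger 7.0.0. The multiplexed pools were counted on GRCm38 with intron reads included. The labels of the separate libraries name a later mouse build, while the 32285 gene identifiers were the same in all 4 pools. Cells were clustered after integration of the pools, and the UMIs of each cell type were summed within each pool. Genes were then tested with edgeR's quasi-likelihood test with terms for the experiment and for the treatment, which leaves 1 residual degree of freedom, so the estimate of the spread rests largely on pooling over genes. Fold changes are Maresin 1 over vehicle on the log2 scale. The paper's z test, MAST and Wilcoxon tests took single cells as replicates.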

We generated 21,679 high-quality scRNA-seq libraries from the Maresin 1-treated and vehicle-treated tissues, respectively, encompassing on average 2592 genes per cell with an average read depth of 10,873 unique molecular identifiers (UMIs) per cell (Figure 5—figure supplement 1A). 

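The deposited counts held 24771 cells with at least 3 genes, 12457 from vehicle-treated and 12314 from Maresin 1-treated tissues. These cells held 10215 UMIs and 2315 genes on average. The separate libraries supplied most of them, with 10797 vehicle and 9416 Maresin 1 cells against 1660 and 2898 in the multiplexed experiment. They also held more UMIs per cell, at a median of 9545 and 9604 against 5343 and 4866. A minimum of 200 genes per cell left 22660 cells, and a minimum of 500 genes with at most 10% mitochondrial UMIs left 20967. Total UMIs per pool ranged from 11181765 to 120640845. In the multiplexed experiment the vehicle cells held 7714430 UMIs of their own tag and 906969 of the other, and the Maresin 1 cells held 13828719 and 398184.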

Each dataset was log normalized before being integrated using Seurat v4, followed by principal component analysis (PCA), unsupervised Louvain clustering, and Uniform Manifold Approximation and Projection (Shcherbina et al., 2020) to reveal 13 cell types (Figure 5A and B). 

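Clustering at the resolution of 0.2 given in the legend of Fig. 5 separated 14 named cell types and 1 cluster of 752 cells with few genes and a median of 36.0% mitochondrial UMIs that was left unnamed. Macrophages were the largest type with 5538 cells, followed by neutrophils with 4157. There were 1350 myonuclei, 1271 MuSCs and 961 endothelial cells. At the resolution of 0.1 given in the methods, 12 types were named. The cluster named MuSC there had more fibroblast than MuSC markers among its top genes. The experiments differed widely in composition. Macrophages were 6.75% of vehicle cells in the multiplexed pool and 26.6% in the separate library, and T cells were 24.3% and 8.86%. Differences between treatments were therefore read within each experiment.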

Cluster-based cell-type annotation was performed according to the expression of known marker genes (Figure 5—figure supplement 1B) and alignment with previously published datasets (Chowdary et al., 2023). 

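Cell types were named from marker lists written before the data were examined. A marker counted as detected in a cluster when its level exceeded that in all other cells by more than 2-fold at 20 or more CPM (counts scaled to the library total). The macrophage cluster had 11 of 11 markers by this measure, the neutrophil cluster 8 of 8, the endothelial cluster 8 of 8 and the MuSC cluster 9 of 10. Dendritic cells formed 4 clusters with 3 to 5 of 8 markers each. Of that list, Cd209a, Ccr7, Xcr1 and Siglech were each a top gene of a different cluster. The low count per cluster therefore does not show how sharply the type is defined. One of the 4 clusters, with 256 cells, was led by Siglech and Ccr9. The fibroblast cluster, with 174 cells, also had 5 tenocyte markers.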

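The share of a cell type among all cells of its pool was compared between treatments, which describes the make-up of the defect rather than absolute cell numbers. Neutrophils held a smaller share after Maresin 1 in the separate libraries and nearly the same share in the multiplexed experiment. Endothelial cells held a larger share after Maresin 1 in both experiments. Among cells with at least 3 genes, MuSCs held a larger share in the separate libraries only, and dendritic cells differed in direction between the experiments. None of the 14 named types passed an edgeR test of cell counts across pools at an adjusted p under 0.05, and 2 of them, myonuclei and erythrocytes, had an unadjusted p under 0.05.

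Neutrophils were 23.4% (22.6 to 24.2) of vehicle cells and 15.9% (15.1 to 16.6) of Maresin 1 cells in the separate libraries, with exact 95% binomial intervals that cover counting error only. In the multiplexed experiment they were 3.19% (2.4 to 4.16) and 3.07% (2.47 to 3.77). The log2 fold change over both experiments was -0.42 (standard error 0.167, adjusted p = 0.237), which came to -0.56 without replicate 1 and -0.06 without replicate 2. Endothelial cells were 4.28% of vehicle and 5.83% of Maresin 1 cells in the multiplexed experiment and 3.46% and 3.7% in the separate libraries, a log2 fold change of 0.23 (adjusted p = 0.41). MuSCs were 3.92% and 3.73% in the multiplexed experiment and 4.89% and 6.05% in the separate libraries, a log2 fold change of 0.18 (adjusted p = 0.41) that was -0.07 without replicate 2. For dendritic cells the value was -0.03 (adjusted p = 0.834), with -0.21 in the multiplexed pools and 0.11 in the separate libraries. Among their 4 clusters, the one led by Siglech was 1.15% of vehicle and 0.759% of Maresin 1 cells in the multiplexed experiment and 1.2% and 0.903% in the separate libraries, and clusters were not tested. Myonuclei had the lowest p, with a log2 fold change of 0.69 (adjusted p = 0.101) and values of 0.59 and 0.73 within the experiments. They passed the test, at an adjusted p of 0.00684, with a filter of at least 200 genes and under 10% mitochondrial UMIs, which was chosen after seeing the data. Scaling by TMM over cell types turned the MuSC value to -0.07 and gave 0.02 for endothelial cells, and with no integration the MuSC value was 0.03. The dendritic value was between -0.24 and 0.11 over the alternatives.

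**Figure D1:**
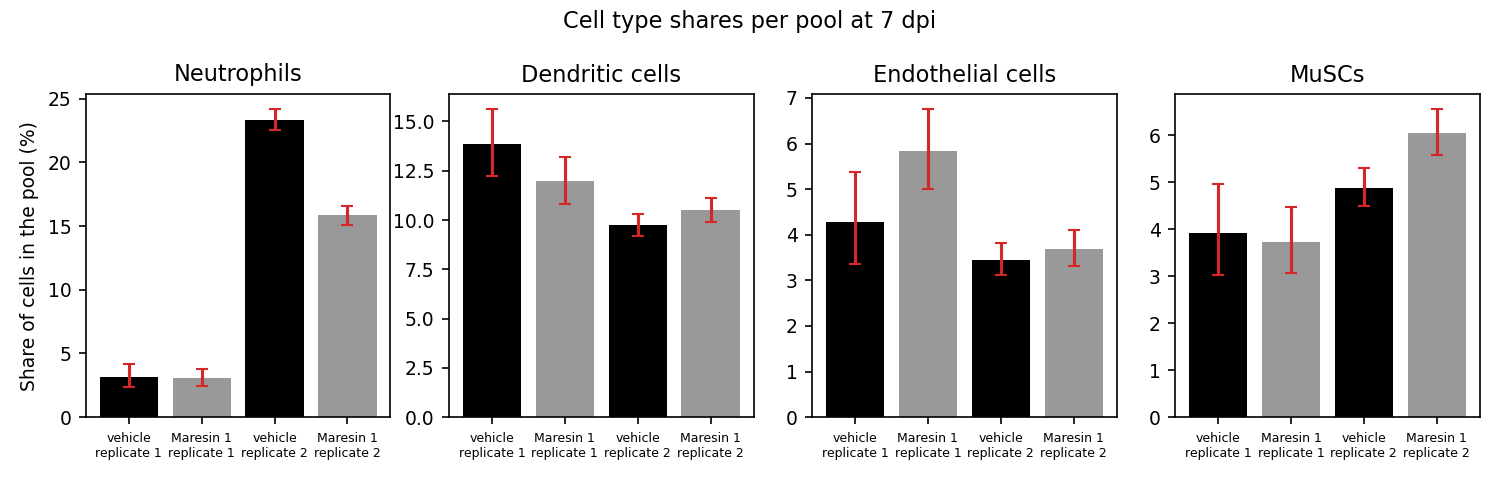
Share of neutrophils, dendritic cells, endothelial cells and MuSCs among the cells of each pool, in percent, with exact 95% binomial intervals as red bars. Black bars are vehicle and gray bars Maresin 1, and neutrophils differ more between experiments (3.19% and 23.4% of vehicle cells) than between treatments.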

Consistent with immunohistological stains and flow cytometry, we observed reductions in neutrophils and dendritic cells in addition to increases in endothelial cells and MuSCs for VML-injured tissues treated with Maresin 1 (Figure 5C). 

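When pools rather than cells were the replicates, the cell types with the most differentially expressed genes were dendritic and endothelial cells in the edgeR test with TMM and cell types from resolution 0.2, an order that other settings changed. Dendritic cells expressed less of the interferon-induced chemokines Cxcl9 and Cxcl10 after Maresin 1, and neutrophils less Hmox1 and Lrg1. In macrophages, T cells, NK cells and MuSCs no gene passed the test. With 2 pools per treatment, changes in macrophages and MuSCs had to be large to be found.

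At an adjusted p under 0.05 in edgeR, 127 of 12341 genes differed in dendritic cells (40 higher, 87 lower), 55 of 12072 in endothelial cells (15 higher, 40 lower), 33 of 8389 in neutrophils (12 higher, 21 lower), 14 of 8855 in fibroblasts and 10 of 7757 in B cells. The counts were 0 of 13642 genes in macrophages, 0 of 13216 in MuSCs, 0 of 11801 in T cells and 0 of 10360 in NK cells, where 203, 257, 453 and 454 genes had an unadjusted p under 0.05 and DESeq2 called 0, 2, 5 and 0. Myonuclei, tested by a choice made after seeing the data, had 2 genes of 4891 (94 at an unadjusted p under 0.05, 0 by DESeq2). DESeq2 called 7 genes in dendritic cells, 10 in endothelial cells and 1 in neutrophils. Without the experiment term, edgeR called 9 genes in neutrophils and 0 in each of the other types. In simulated data of the same depth, genes above a minimum mean count were changed by 1 or 2 on the log2 scale. Of those changed by 1, edgeR found 34.3% in macrophages, 31.3% in MuSCs and 79.1% in dendritic cells. Of those changed by 2 it found 83.1%, 80.3% and 93.9%. False calls there numbered 11 in macrophages, 7 in MuSCs, 6 in dendritic cells, 12 in endothelial cells, 3 in neutrophils, 7 in fibroblasts and 6 in B cells, in a test of all genes with 200 changed.

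Scaling by library totals in place of TMM gave 0 genes in endothelial cells and 30 in dendritic cells against 47 in neutrophils and 45 in NK cells, a minimum of 500 genes with at most 10% mitochondrial UMIs gave 0 in endothelial cells, and cell types from resolution 0.1 gave 53 in neutrophils, 42 in macrophages, 24 in endothelial cells and 9 in dendritic cells. These are other mixtures of cells, since at that resolution the macrophage cluster held 7375 cells against 5538, a dendritic cluster of 1550 cells and the unnamed cluster had no counterpart, and the endothelial cluster held 1424 cells against 961, at a median of 6050 UMIs against 12020. The counts also moved when 1 pool was left out, in fits that had no experiment term and so carried differences between the experiments. Without vehicle replicate 1 such a fit called 14 genes in macrophages, 7 in neutrophils, 30 in T cells, 26 in MuSCs, 15 in myonuclei, 66 in dendritic cells, 96 in endothelial cells, 10 in fibroblasts, 23 in NK cells and 0 in B cells. Leaving out Maresin 1 replicate 1 gave 18 genes in macrophages, 6 in neutrophils, 4 in T cells, 7 in MuSCs, 2 in myonuclei, 23 in dendritic cells, 41 in endothelial cells, 54 in fibroblasts, 4 in NK cells and 12 in B cells. With vehicle replicate 2 left out there were 6 genes in macrophages, 15 in neutrophils, 14 in T cells, 25 in MuSCs, 61 in myonuclei, 54 in dendritic cells, 75 in endothelial cells, 38 in fibroblasts, 12 in NK cells and 2 in B cells, and with Maresin 1 replicate 2 left out 46 genes in macrophages, 2 in neutrophils, 53 in T cells, 50 in MuSCs, 0 in myonuclei, 38 in dendritic cells, 84 in endothelial cells, 180 in fibroblasts, 44 in NK cells and 5 in B cells.

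In dendritic cells Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079 of GRCm38) had a log2 fold change of -1.38 (standard error 0.167, adjusted p = 2.56e-13), with -1.80 in the multiplexed pools and -1.18 in the separate libraries. Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) had -1.38 (standard error 0.139, adjusted p = 1.22e-19). Ly6d, Ccr9 and Cox6a2, with log2 fold changes of -1.51, -0.91 and -0.96, were lower in both experiments, as was the share of the cluster led by Siglech and Ccr9. The heat shock genes Hspa1a and Hspa1b were higher, at 0.85 and 0.82. Of the genes called higher, Cadm1, Wnt11, Hsph1, Lmna, Bach1, Gm11290 and Eps8 had log2 fold changes from 0.82 to 0.49. In neutrophils Hmox1 (ENSMUSG00000005413, chromosome 8 from 75093621 to 75100589) had -1.19 (standard error 0.226, adjusted p = 0.000137), from 283 to 173 UMIs in the multiplexed pools and from 9644 to 2645 in the separate libraries. Lrg1 fell by 1.04 and Cxcr5 by 1.40 on the log2 scale. Among genes higher in neutrophils were Il23a (1.72), Bcl2a1d (1.63), Il1a (1.28) and Ccrl2 (1.19), all in both experiments. Ngp, a granule gene of immature neutrophils, had -5.85, which rests on the separate libraries alone (1814 and 9 UMIs against 0 and 4). In fibroblasts Tuft1 (5.21), Sema3c (2.36), Dlk1 (2.32), Tagln (1.58) and Igfbp6 (1.44) were higher and Wif1 (-4.18) and Ifitm1 (-2.73) lower, as were the neutrophil transcripts S100a9 (-3.78) and S100a8 (-3.63), in pools of 23 to 77 cells. Hemoglobin transcripts, which these cells do not make, were among the largest changes in several types. The direction of some of these genes in dendritic cells turned in fits with 1 pool left out and no experiment term. Without Maresin 1 replicate 1 the values were -1.14 for Hspa1a, -1.56 for Hspa1b, -0.09 for Hsph1 and -1.92 for Gm11290. Without vehicle replicate 2 the values were -0.15 for Hspa1a, -0.21 for Hspa1b and -0.27 for Gm11290. The direction of some of these genes in fibroblasts turned in fits with 1 pool left out and no experiment term. Without vehicle replicate 2 the values were 1.54 for S100a9 and 1.29 for S100a8.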

MAST differential expression testing further revealed substantially different transcriptional landscapes within cell types across treatments, especially among immune (macrophages, neutrophils, T cells) and myogenic (myonuclei, MuSCs) cells (Figure 5D). Differential gene expression in macrophages treated with Maresin 1 revealed downregulation of inflammatory signaling (*Ly6c2, Hmox1, Ccl2*) and genes associated with fibrosis (*Thbs1, Tgfbi, Mmp9*), consistent with our histological observations (Figure 5E). 

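Of the 6 genes that the paper names in macrophages, Hmox1 and Mmp9 had lower levels after Maresin 1 in both experiments and Ccl2 a higher level in both. Ly6c2, Thbs1 and Tgfbi differed in direction, with positive values in the multiplexed pools and negative ones in the separate libraries. The multiplexed pools held 112 vehicle and 151 Maresin 1 macrophages and the separate libraries 2875 and 2400. None of the 6 genes passed the test across pools with cell types from resolution 0.2. With those from resolution 0.1, the value in the paper's methods, Hmox1 passed (-0.80) and Ly6c2 (-0.28) and Thbs1 (-0.26) had negative values, in a macrophage cluster of 7375 cells against 5538. Heat shock and fibronectin transcripts were higher, and Ifitm1, Ccl5 and neutrophil transcripts lower, without passing the test at resolution 0.2 with the low-count filter.

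Hmox1 (ENSMUSG00000005413, chromosome 8 from 75093621 to 75100589 of GRCm38), which encodes heme oxygenase 1, had a log2 fold change of -0.58 (standard error 0.208, adjusted p = 1), with -0.92 in the multiplexed pools and -0.26 in the separate libraries. Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850), a matrix protease gene that neutrophils also express, had -1.07 (standard error 0.399, adjusted p = 1). The vehicle and Maresin 1 pools held 1574 and 764 of its UMIs in the separate libraries and 12 and 0 in the multiplexed experiment. The chemokine gene Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) had 0.65 (standard error 0.185, adjusted p = 1), with 202 and 277 UMIs in the multiplexed vehicle and Maresin 1 pools and 12422 and 16740 in the separate ones. For Ly6c2 (ENSMUSG00000022584, chromosome 15 from 75108158 to 75111970) the value was 0.09, with 0.51 in the multiplexed pools and -0.28 in the separate libraries. Thbs1 (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133) had 0.01, with 0.75 in the multiplexed pools and -0.68 in the separate libraries. Tgfbi (ENSMUSG00000035493, chromosome 13 from 56609523 to 56639562) had -0.10, with 0.41 in the multiplexed pools and -0.57 in the separate libraries.

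Among the other genes labeled in Fig. 5E, Cxcl9 had -0.37 (1.64 in the multiplexed pools and -1.52 in the separate libraries), Cxcl2 0.13, Chil3 0.05, Egr1 -0.27, Csf3r -0.10, Igf1 0.50, Naaa 0.29, Cd83 0.39, Marcks 0.04, Uap1 0.03 and Fscn1 -0.58. The 17 labeled genes had a median of 0.03, and 0 of them passed when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. Spp1 (0.31), Trem2 (0.14), C1qc (-0.24) and Cd63 (-0.50), which mark a macrophage state the paper links to fibrosis, showed no shared direction. Hspa1b (1.12 (standard error 0.184, adjusted p = 0.258)), Hspa1a (0.97) and Fn1 (0.80) were among the higher genes with the lowest p that the rule for named genes allows, and Ifitm1 (-1.14), Ccl5 (-1.21), Il1r2 (-1.06), S100a9 (-1.45) and S100a8 (-1.43) among lower ones. All 8 passed with no filter on low counts, and all but Fn1, Ifitm1 and Il1r2 at resolution 0.1. Chil3, Cxcl2 and Trem2 turned to -0.21, -0.12 and -0.07 at resolution 0.1, Csf3r to 0.06 with doublets left out, Cxcl9 to 0.32 and Igf1 to -0.24 with no experiment term, and Thbs1 to -0.18 with no experiment term and -0.03 with library totals. A list of 15 neutrophil transcripts had a median of -1.07 in macrophages (camera adjusted p = 0.00417, p = 0.281 with an estimated correlation). The estimated correlation found 0 of 10 lists moved in simulated data, so a loss of a call with it says little. A list of 19 measured interferon response genes had a median of -0.37 (-0.27 and -0.56 within the experiments; camera adjusted p = 0.000486; p = 0.138 with an estimated correlation), and 5 of them were lower when adjusted over the list alone. Of immediate early and dissociation genes, 15 of 16 had positive values in both experiments (median 0.26, camera adjusted p = 0.000193, p = 0.131 with an estimated correlation). Lists of inflammatory monocyte, resident and repair, and lipid-associated macrophage genes had medians of 0.03, 0.12 and 0.13 and did not pass. The direction of some of these genes turned in fits with 1 pool left out and no experiment term. Without Maresin 1 replicate 1 the values were -0.62 for Chil3, 0.45 for Egr1, 0.03 for Csf3r, -0.33 for Igf1, -0.39 for Ly6c2, -0.08 for Thbs1, 0.15 for C1qc, 0.15 for Cd63, -0.29 for Hspa1b and -0.08 for Hspa1a. Without Maresin 1 replicate 2 the values were 1.26 for Cxcl9, -0.09 for Igf1, -0.17 for Cd83, -1.58 for Cxcl2, -0.24 for Thbs1, -0.32 for Marcks, -0.45 for Uap1, -0.74 for Spp1 and -0.29 for Trem2. Without vehicle replicate 1 the values were 0.10 for Cxcl9, -0.75 for Thbs1, -0.12 for Uap1, 0.15 for C1qc and 0.64 for Ccl5. Without vehicle replicate 2 the values were 0.69 for Cxcl9, -0.02 for Chil3, 0.69 for Csf3r, -1.22 for Igf1, 0.55 for Tgfbi, -0.02 for Marcks, -0.23 for Trem2, 1.91 for S100a9 and 1.57 for S100a8.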

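In MuSCs, 19 of 19 measured interferon response genes had a negative log2 fold change after Maresin 1, 14 of them in both experiments, and the list passed camera at a preset correlation but not with an estimated one (p = 0.0731). Of single genes Isg15 had the lowest p, and Cxcl10 and Cxcl9 also had negative values in both experiments. Il1b and Ccl4 had negative values in the separate libraries and positive ones in the multiplexed pools. Neutrophil transcripts such as S100a8 also had negative values in MuSCs, and the same transcripts were present in B cells, which do not make them. No single gene passed the test over all 13216 genes with TMM, the low-count filter and cell types from resolution 0.2, and some did in other settings.

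A list of interferon response genes written before the data were examined had 19 measured members, and 19 of 19 had a negative log2 fold change, 14 of them in both experiments. Their median was -1.43 (-1.16 in the multiplexed pools and -1.47 in the separate libraries). The paper had already named Cxcl9 and Cxcl10, both on the list, as lower in MuSCs of these samples. In MuSCs the list is therefore not fully independent of the paper's result. The list passed camera at a preset correlation between genes (adjusted p = 4.04e-13) and had p = 0.0731 with the correlation estimated from the pools. No member passed over all genes, and 13 were lower when adjusted over the list alone. In other settings single genes did pass. The counts were 49 with no filter on low counts, 13 with library totals, 7 at resolution 0.1, where the cluster had 6 detected fibroblast markers against 3, and 2 each with DESeq2, with doublets left out and with at least 500 genes and at most 10% mitochondrial UMIs. Isg15 passed in all of these but resolution 0.1, and Cxcl10, S100a8 and Iigp1 with no filter, with library totals and at resolution 0.1. Isg15 (ENSMUSG00000035692, chromosome 4 from 156199424 to 156200818 of GRCm38) had a log2 fold change of -2.11 (standard error 0.232, adjusted p = 0.213), from 57 to 12 UMIs in the multiplexed pools and from 1088 to 261 in the separate libraries. Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) had -1.44 (standard error 0.265, adjusted p = 0.784), from 23 to 14 and from 2530 to 801 UMIs. At least 1 Cxcl10 UMI was found in 135 of 528 vehicle MuSCs (25.6%) and 89 of 570 Maresin 1 MuSCs (15.6%) of the separate libraries, against 4.01% and 0.749% of B cells at lower depth (median 6023 and 5281 UMIs per B cell, 21259 and 21190 per MuSC). Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) had -1.37 on 5, 3, 162 and 56 UMIs in the vehicle and Maresin 1 pools of the multiplexed and then the separate experiment. Iigp1 and Bst2 had -1.52 and -0.92.

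Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683) had -1.37 (standard error 0.416, adjusted p = 1), which rests on the separate libraries (946 and 333 UMIs), since the multiplexed pools held 0 and 2. Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) had -0.01, with 2 and 57 UMIs in the multiplexed vehicle and Maresin 1 pools and 2571 and 1086 in the separate ones. This value near 0 has no settled direction, and was 0.47 with doublets left out and 1.66 with DESeq2. A list of 13 measured chemokines and inflammatory cytokines had a median of -0.20 and did not pass camera. S100a8 had -1.49 (2, 1, 3719 and 1308 UMIs), S100a9 -1.36 and Lyz2 -0.93. In the separate libraries 195 of 528 vehicle MuSCs (36.9%) and 71 of 570 Maresin 1 MuSCs (12.5%) had an S100a8 UMI, and so did 67 of 299 (22.4%) and 14 of 267 B cells (5.24%), a cell type that should lack it, with lower shares after Maresin 1 in both types. The direction of some of these genes turned in fits with 1 pool left out and no experiment term. Without Maresin 1 replicate 2 the value was 0.02 for Il1b. Without vehicle replicate 2 the values were 3.91 for S100a8, 4.54 for S100a9, 9.31 for Ccl4, 0.10 for Cxcl10, 4.64 for Il1b and 3.05 for Lyz2.

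**Figure D2:**
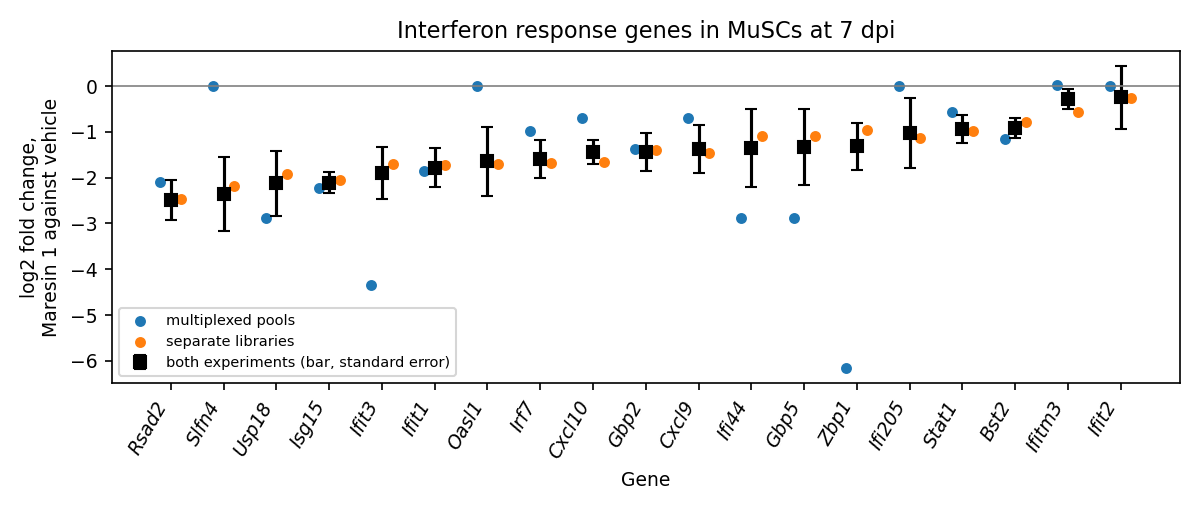
Log2 fold change of each measured interferon response gene in MuSCs, Maresin 1 over vehicle, over both experiments (black squares, bars are the standard error) and within each (blue and orange points). All 19 black squares lie below 0, and the blue points under -2.5 rest on 0 UMIs in the Maresin 1 pool or on few UMIs.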

Among MuSCs, the predominant gene sets reduced with Maresin 1 treatment were inflammatory (Ccl4, Il1b), including several transcripts related to interferon signaling response (Cxcl10, Cxcl9). Upregulated markers in MuSCs included those associated with myogenic differentiation (Mymk, Myog, Ttn) (Figure 5F). Together, these results support the regenerative impact of Maresin 1 treatment being realized principally through both promoting the expansion and differentiation of myoblasts and reducing immune-cell-induced inflammation and fibrosis.

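Myog had small positive values after Maresin 1 in both experiments, Mymk a positive one in the multiplexed pools alone, and Ttn a value near 0. Mymx, which encodes a fusion protein of myoblasts, had positive values in both experiments. The test did not tell the changes in Myog and Mymk from 0, with an estimate of the spread that rests largely on pooling over genes. None of these genes passed the test with the low-count filter, and Mymx passed with no such filter.

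Myog (ENSMUSG00000026459, chromosome 1 from 134289989 to 134292548 of GRCm38), the gene of myogenin, had a log2 fold change of 0.28 (standard error 0.19, adjusted p = 1). Its UMIs went from 672 to 792 in the multiplexed pools and from 9066 to 11240 in the separate libraries. The UMIs of all genes in these MuSCs also rose, from 531106 to 618573 and from 11602529 to 11900804. Mymk (ENSMUSG00000009214, chromosome 2 from 27061636 to 27072179), the gene of the fusion protein myomaker, had 0.59 (standard error 0.326, adjusted p = 1), with 1.43 in the multiplexed pools and -0.08 in the separate libraries. Ttn (ENSMUSG00000051747, chromosome 2 from 76703980 to 76982547), the gene of the sarcomere protein titin, had -0.04 (standard error 0.191, adjusted p = 1), with -0.14 in the multiplexed pools and 0.04 in the separate libraries. Mymx (ENSMUSG00000079471, chromosome 17 from 45600971 to 45602102) had 0.96 (standard error 0.242, adjusted p = 1), from 48 to 133 and from 952 to 1454 UMIs. The 20 differentiation genes listed before the data were examined had a median of 0.43, made up of 1.36 in the multiplexed pools and 0.01 in the separate libraries. Myog, Mymk and Ttn, which the paper names as higher in MuSCs of these samples, are among them. The list passed camera at the preset correlation (adjusted p = 0.0228) and had p = 0.392 with an estimated one, and 0 of its members passed when adjusted over the list alone. The multiplexed MuSCs differed in depth, with medians of 5078 UMIs and 1595 genes per vehicle cell and 2734 and 810 per Maresin 1 cell, and with no integration the MuSC cluster held 30 and 41 cells of these pools in place of 65 and 108. Transcripts of mature myofibers had a median of 1.185 over B, T, NK and endothelial cells, which do not make them, in the same multiplexed pools. These pools were captured together, so free RNA in the droplets was common to both. Genes of quiescent MuSCs (median -0.01) and of the cell cycle (median 0.11) did not pass.

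Other genes labeled in Fig. 5F had log2 fold changes of 0.40 for Myod1, 0.07 for Pax7, 0.38 for Myh3, 0.76 for Wnt11, 0.21 for Myc, -0.14 for Bambi and -0.50 for Ccnd1, and Rspo3 had too few UMIs to be tested. Over the 18 labeled genes that were tested, 5 were lower when adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. Among the higher genes with the lowest p that the rule for named genes allows were the matrix genes Thbs4 (1.60 (standard error 0.238, adjusted p = 0.739)), Aspn (1.45) and Postn (1.00) and hemoglobin transcripts. These 3 matrix genes and Mymx passed with no filter on low counts, Thbs4 also with library totals and with at least 500 genes and at most 10% mitochondrial UMIs, and Postn at resolution 0.1. Pax7 turned to -0.13 at resolution 0.1 and -0.03 with library totals, and Bambi to 0.04 with doublets left out. An extracellular matrix list had a median of 0.35 in MuSCs (camera adjusted p = 0.00478, p = 0.218 with an estimated correlation). The MuSC cluster also had 3 detected fibroblast markers, and fibroblasts were 0.398% of vehicle and 0.818% of Maresin 1 cells in the separate libraries, and 1.39% and 1.07% in the multiplexed experiment. The direction of some of these genes turned in fits with 1 pool left out and no experiment term. Without Maresin 1 replicate 1 the values were -1.45 for Myh3, -0.06 for Myod1, -0.16 for Myog, -0.52 for Mymk, 0.12 for Ttn, -0.61 for Aspn and -0.33 for Postn. Without Maresin 1 replicate 2 the values were -0.66 for Pax7 and -0.37 for Myc. Without vehicle replicate 1 the values were -0.37 for Pax7 and -0.27 for Myc. Without vehicle replicate 2 the values were -0.10 for Myog and 0.03 for Ttn.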

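Across cell types, the response to interferon was the listed program that passed camera at the preset correlation in the most types. The list median was negative in 8 of 9 types tested and in both experiments in each of those 8, with the neutrophils as the exception (0.27). Medians ranged from -1.43 in MuSCs to -0.24 in fibroblasts. At the preset correlation 8 types passed camera, and none passed with the correlation estimated from the pools (p from 0.0731 in MuSCs to 0.425 in NK cells). The estimated correlation also missed all lists moved in simulated data, so the lack of a call with it says little. Transcripts of neutrophils and of myofibers, which could be free RNA in cells that do not make them, also shared a direction, with medians from -1.52 to -0.33 over all 9 types for those of neutrophils and from 0.17 to 2.22 for those of myofibers, although the experiments differed in sign in some types, and hemoglobin transcripts went both ways (-1.70 to 3.42). The 9 types include neutrophils, which make the neutrophil transcripts. They also include MuSCs, whose differentiation list shares Acta1 and Ckm with the myofiber list. At the preset correlation 6 types passed for the neutrophil and the myofiber list, and none with an estimated one (lowest p = 0.103 in NK cells and 0.251 in fibroblasts). Genes of the extracellular matrix were not lower in macrophages or fibroblasts. Their median was 0.43 in macrophages, where the list did not pass, and 0.35 in fibroblasts (0.33 and 0.50 within the experiments; camera adjusted p = 0.0026, p = 0.205 with an estimated correlation). The paper takes its single-cell results together as support for an effect of Maresin 1 on regeneration that works mainly through more expansion and differentiation of myoblasts and through less inflammation and fibrosis from immune cells.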

**Figure 5.**
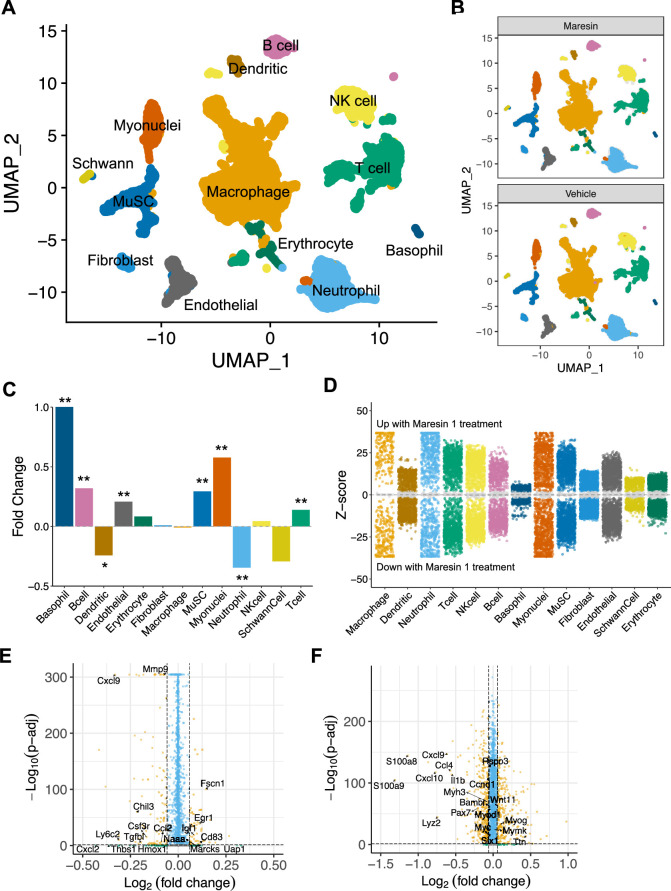
Cellular and molecular response to Maresin 1 repletion after degenerative volumetric muscle loss supports enhanced myogenic response and reduction of fibrotic macrophages at 7 d post injury (dpi). (**A**) Uniform Manifold Approximation and Projection (UMAP) plots colored by clusters at a resolution of 0.2 and annotated into cell types. (**B**) UMAP plots split by treatment and colored by cell type. (**C**) Fold changes in cell-type abundance across conditions. Positive fold changes indicate increased abundance in Maresin 1-treated samples. *p<0.05, **p<0.01 by two-sided z test for proportions. N = 21,679 cells (10,462 cells for Maresin treatment and 11,217 cells for vehicle treatment). (**D**) Differential gene expression among each cell type across treatments normalized to the vehicle control. Gray region indicates adjusted p-value<0.05. z-scores and p-values were calculated for each gene using MAST. (**E**) Volcano plot showing differentially expressed genes among macrophages from vehicle vs Maresin 1-treated tissues. Fold changes and adjusted p-values were calculated using Wilcoxon sum-rank test. Fold change values > 2 (Log2 FC> 0.0585) and p-adjusted values < 0.05 were considered significant. (**F**) Volcano plot showing differentially expressed genes among MuSCs from vehicle vs Maresin 1treated tissues. Fold changes and adjusted p-values were calculated using Wilcoxon sum-rank test. Fold change values > 2 (Log2 FC > 0.0585) and p-adjusted values < 0.05 were considered significant and are plotted in yellow.

**Figure 5—figure supplement 1.**
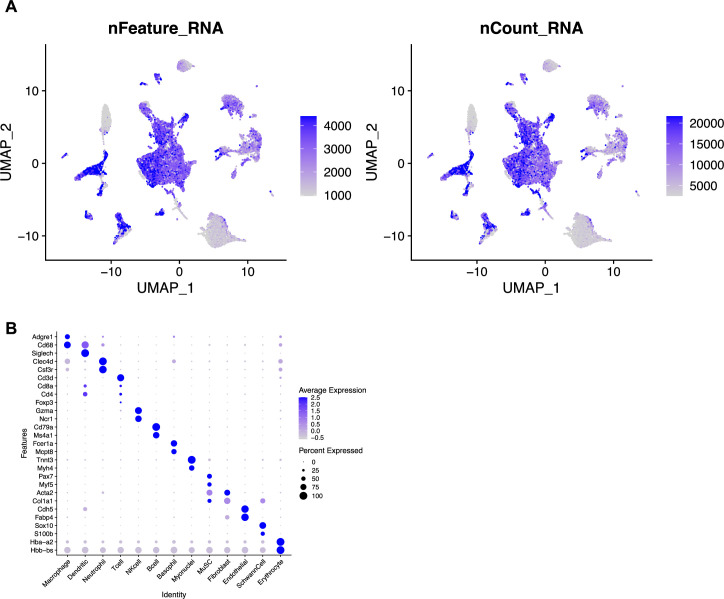
Quality control metrics for single-cell sequencing after volumetric muscle loss (VML) injury and treatment with Maresin 1. (**A**) Uniform Manifold Approximation and Projection (UMAP) plots colored by the number of genes per cell (left) and the number of unique molecular identifiers per cell (right). (**B**) Dot plot of known marker gene expression for each cell type.

## Discussion

VML is a devastating type of acute trauma that results in fibrosis and loss of muscle function. Inadequate understanding of the drivers of these pathological outcomes has reduced the efficacy of many different types of regenerative therapies (Greising et al., 2019), and, as such, VML repair remains an unmet clinical need. Herein, we established a critical threshold model for VML in murine TA muscles. Consistent with previous observations in an analogous model in the rectus femoris (Larouche et al., 2022; Anderson et al., 2019), VML defects below a critical size (1 mm) regenerate, while larger VML defects (2 mm) result in long-term increases in fibrosis and reductions in contractile force. Using this model of regenerative and degenerative VML, we performed metabolipidomics analysis (Markworth et al., 2021a) over a time course to understand signaling factors that contribute to the observed changes in fibrosis. We detected an imbalance of pro-inflammatory eicosanoids to pro-resolving lipid mediators in degenerative VML injuries, which correlates with our previous observations of sustained inflammation and persistent neutrophil (Larouche et al., 2022) and macrophage (Aguilar et al., 2018) presence following degenerative VML. To determine whether restoring this balance of pro-inflammatory to pro-resolving lipids impacts regenerative outcomes, we administered a synthetic pro-resolving mediator Maresin 1 to mice following a degenerative VML injury. Administration of Maresin 1 attenuated fibrosis, reduced neutrophil and macrophage abundance, increased MuSC activation, and partially restored muscle force compared to vehicle-treated controls. Summing these results extends our understanding of muscle fibrosis and how targeting extracellular lipids can alter cell dynamics to manipulate this pathological outcome toward muscle regeneration.

The magnitude and duration of the inflammatory response after muscle injury is a critical determinant of healthy regeneration (Tidball, 2017). After VML, the immune response becomes dysregulated (Larouche et al., 2018) and contributes to fibrotic scarring. Eicosanoids are principal regulators of inflammation, and we detected increases in pro-inflammatory arachidonic acid-derived eicosanoids such as LTB_4_, PGE_2_, and PGF_2α_ as well as other eicosanoid metabolite pathways (5-HETE, 15-HETE) for degenerative VML through all timepoints measured. These results contrasted with detected pro-resolving lipid mediators (RvE3, 8-oxoRvD1, LXA_4_, RvD6, PD1, PDX, and MaR1) that did not vary significantly between regenerative and degenerative VML injuries. Given neutrophils and inflammatory macrophages have been demonstrated to produce pro-inflammatory mediators in injured muscle (Giannakis et al., 2019), and we have previously shown persistence of neutrophils in degenerative VML for weeks after injury (Larouche et al., 2022), these results are consistent with increased and sustained inflammation. Our observations are distinct from muscle injuries with barium chloride (Schmid et al., 2016) or cardiotoxin injection (Giannakis et al., 2019), where inflammation subsides quickly after injury and pro-resolving lipid mediators increase in abundance. While we observed that pro-resolving lipid mediators are expressed in VML injuries, the level at which these factors are detected did not proportionally increase with injury severity and inflammation. These results suggest that while short bursts of inflammation and transient exposure to eicosanoids such COX-derived PGE_2_ may be beneficial for muscle regeneration (Ho et al., 2017; Bondesen et al., 2004), longer-term exposure to these signaling factors and concomitant immune dysregulation without balance from pro-resolving lipid mediators (Dort et al., 2019; Markworth et al., 2021b) as observed in degenerative VML are detrimental to muscle regeneration.

The role of macrophage polarization toward a regenerative phenotype in guiding repair outcomes has been well established and is a critical determinant of development and progression of fibrosis versus successful regeneration (Wang and Zhou, 2022; Wynn and Vannella, 2016). Our results showing disproportional levels of pro-inflammatory to pro-resolving lipids following degenerative VML injury support that macrophages do not generate sufficient pro-resolving lipid mediators after injury (Giannakis et al., 2019; Halade et al., 2018) and are inhibited from effective transition (Wang et al., 2014; Arnold et al., 2007) toward a regenerative phenotype (Chazaud, 2020; Hymel et al., 2021). We recently demonstrated that the sustained inflammation post degenerative VML injury skews macrophage phenotype toward a fibrosis-promoting subtype (*Spp1*^+^, *Trem2*^+^, *C1qc*^+^, *Cd63*^+^) (Larouche et al., 2023). This phenotype has also been observed in other fibrotic outcomes such as cirrhosis (Ramachandran et al., 2019) and obesity (Jaitin et al., 2019). Injection of Maresin 1, a 14S-dihydroxyl-containing pro-resolving lipid mediator that is synthesized from fatty acid docosahexaenoic acid (Abdulnour et al., 2014; Li et al., 2020), into degenerative VML-injured muscle reduced macrophage density and collagen deposition. Since fibrosis-promoting macrophages have recently been shown to be regulated by lipid metabolism, these results suggest that Maresin 1 treatment may restore lipid homeostasis and inhibit adoption of a macrophage pathological phenotype (Henderson et al., 2020; Jung et al., 2022; Deczkowska et al., 2020). While a deeper understanding of how macrophage phenotype is manipulated by lipid concentration and type (Sansbury et al., 2020) VML remains to be elucidated, our results suggest pro-resolving lipid mediators may have an important role in shaping signaling that promotes macrophage differentiation toward the fibrosis-promoting subtype.

Maresin 1 signaling is mediated in part via engagement of the LGR6 receptor, which is expressed on numerous stem and progenitor cells, including in the skin (Huang et al., 2021), kidney (van Ineveld et al., 2021), and mammary gland (Blaas et al., 2016), and enhances proliferation, migration, and differentiation. In line with this, we observed low but detectable *Lgr6* expression in primary quiescent MuSCs, with strong upregulation during activation suggesting Maresin 1 contributes to regenerative actions of MuSCs after injury by increasing proliferation. In line with this, culture of MuSCs with Maresin 1 resulted in increased proliferation and cAMP signaling. Given canonical Wnt signaling is also a downstream target of LGR6 (Otto et al., 2008), we evaluated whether canonical Wnt activity was altered with Maresin 1. We did not find a change in canonical Wnt signaling within MuSCs with treatment of Maresin 1 in vitro, but did observe a strong decrease in canonical Wnt signaling in vivo. This result was consistent with reductions in macrophages and muscle fibrosis (Larouche et al., 2018; Naito et al., 2012) that promote canonical Wnt signaling through Complement. Our findings indicate that repletion of Maresin 1 positively impacts MuSCs directly through engagement of LGR6 and indirectly via alterations from myeloid signaling. However, the regenerative actions of MuSCs are still restrained from fusion due to elevated TGFβ1. We also speculate that alterations in canonical Wnt signaling in MuSCs from Maresin 1 treatment may be derived through differences in their ability to adhere to the matrix, given that β-catenin interacts with multiple cadherins (Berdeaux and Stewart, 2012; Yin et al., 2013). Additionally, Maresin 1 treatment may impact other cell types that promote functional recovery such as vasculature, which have been shown to precede myogenesis after VML injury (Shcherbina et al., 2020; Jacobsen et al., 2023). In support of this, our scRNA-seq datasets showed increased recovery of endothelial cells (Chatterjee et al., 2014). These observations support that Maresin 1 repletion can stimulate MuSC-mediated muscle regeneration after VML and may be promising materials to combine with other regenerative strategies (Greising et al., 2019).

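Endothelial cells in the Maresin 1 pools also differed in expression. The list of cell cycle genes had a positive median in both experiments, and the lists of antigen presentation and interferon response had negative ones, and each passed camera at the preset correlation but not with an estimated one (p = 0.246, 0.121 and 0.107). Transcripts of other cells differed as well. All 18 listed cell cycle genes had positive values in both experiments, with a median log2 fold change of 1.00 (1.92 in the multiplexed pools and 0.54 in the separate libraries). Over all genes 2 of them passed, and 12 when adjusted over the list alone (camera adjusted p = 1.06e-11). The cell cycle list was not particular to endothelial cells. It passed camera at the preset correlation in 4 of 9 cell types, with medians from -0.06 to 1.22. Top2a (ENSMUSG00000020914, chromosome 11 from 98992943 to 99024189 of GRCm38) had 2.13 (standard error 0.254, adjusted p = 0.00116), from 13 to 107 UMIs in the multiplexed pools and from 44 to 161 in the separate libraries, and Cdk1 had 1.72. The 8 antigen presentation genes had a median of -0.90, and 4 passed over all genes, led by Cd74 (-1.10 (standard error 0.16, adjusted p = 0.00287)). Of 19 interferon response genes 4 passed, and the median was -0.69. The angiogenesis list did not pass camera (median 0.03), and Pgf, one of its members, was higher at 1.07. Ccl21a, a chemokine gene, had 2.73, with 1.01 in the multiplexed pools and 4.64 in the separate libraries. Genes of other cell types that were lower in endothelial cells were Rgs5 (-1.59), a pericyte gene, Prkg1 (-1.17 in the multiplexed pools and -0.89 in the separate libraries), a top gene of the pericyte or smooth muscle cluster, and the leukocyte gene Cd52 (-1.03). Neutrophil transcripts had a median of -1.52 (1.65 in the multiplexed pools and -2.60 in the separate libraries), which did not pass camera, and myofiber transcripts 0.19 (2.07 and -0.20; camera adjusted p = 0.0218, p = 0.441 with an estimated correlation). The pools held 71 to 373 endothelial cells. All calls of single genes here ended, with 0 genes in endothelial cells, with library totals in place of TMM, with at least 500 genes and at most 10% mitochondrial UMIs, and with no experiment term, and that of Cd74 also with doublets left out (-0.71). DESeq2 did not call Ccl21a, Cdk1, Pgf or Prkg1, and cell types from resolution 0.1 gave no call for Ccl21a, Pgf or Rgs5. The direction of some of these genes turned in fits with 1 pool left out and no experiment term. Without vehicle replicate 1 the value was 0.49 for Rgs5.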

In summary, recovery from severe muscle trauma resulting in VML is an unmet clinical need and open musculoskeletal injuries are responsible for a large fraction of hospital costs and disability payments (Garg et al., 2015b; Corona et al., 2015). The development of strategies to address lipid mediator imbalances may open new paradigms to further explore coupled immuno-regenerative (Ho et al., 2017; Palla et al., 2021) therapies.

## Materials and methods

### Animals

C57BL/6 wild-type male and female mice (3–4 months old) were obtained from Jackson Laboratory or from a breeding colony at the University of Michigan (UM). *Pax7^CreERT2^-Rosa26^Tcf/Lef-LSL-H2B-GFP^* and *Pax7^CreERT2/+^-Rosa26^TdTomato/+^* mice were obtained from a breeding colony at UM and administered five daily 100 uL intraperitoneal injections of 20 mg/mL tamoxifen in corn oil and allowed to recover for 2–5 d. Equal numbers of male and female mice were used for each experiment, and mice were randomly assigned into experimental groups. All mice were fed normal chow ad libitum and housed on a 12:12 hr light–dark cycle under UM veterinary staff supervision. All procedures were approved by the Institutional Animal Care and Use Committee (IACUC protocol number PRO00010663) and were in accordance with the US. National Institute of Health (NIH).

### Injury model

Mice were anesthetized with 5% isoflurane and maintained at 3% isoflurane. Buprenorphine analgesic was administered at 0.1 mg/kg dose via intraperitoneal injection prior to administering a VML injury. The surgical area was prepared by removing hair and sterilizing through series of 70% ethanol and betadine scrubbing. An incision of approximately 5 mm was administered to the skin to expose the TA muscle. A full-thickness VML injury was administered using a sterile biopsy punch of 1-mm or 2-mm diameter to the middle of the muscle followed by closure with sutures. Animals were monitored daily for 7–10 d before removing sutures.

### Tissue sectioning

After euthanasia, uninjured or injured TA muscles were harvested and embedded in an optimal cutting temperature compound and frozen in isopentane cooled with liquid nitrogen. Cross-sections were extracted from the frozen tissue blocks using a cryotome at the midpoint of the injury based on the point within the tissue where the defect was largest and delicately placed onto positively charged glass slides.

### Picrosirius staining and quantification

Tissue sections were first fixed in 4% paraformaldehyde (PFA) for 15 min at room temperature. Next, the tissue sections were washed two times with 1× phosphate-buffered saline (PBS) and followed by two washes with deionized (DI) water. The sections were then air-dried for 20 min and stained with Sirius red dye for 1 hr in a humidifying chamber. Sirius red dye was washed with DI water one time for 5 min followed by sequential dehydration immersions in 50, 70, 70, 90, and 100% ethanol solutions, and two 5 min incubation in xylenes at room temperature. Coverslips were mounted with Permount, and whole section images were imaged using a motorized Olympus IX83 microscope. Area of the tissue section and collagen area were quantified from the stitched images by automated thresholding in FIJI or MATLAB. Collagen percentage was calculated as (collagen area ÷ tissue section area) * 100 and graphed in GraphPad. Sample size was determined by power analysis of pilot experiments to achieve 80% power.

### Metabolipidomics

C18 columns were conditioned using 15% methanol and hexane. Elutions were performed by doing two washes using 100% methanol and dried using a gentle stream of nitrogen gas. After resuspending dried elutions in 50 µL of methanol-25 mM aqueous ammonium acetate (1:1), LC-MS/MS was performed in a prominence XR system (shimaduzu) using Luna C18 columns. LC-MS/MS data were analyzed using MetaboAnalyst 4.065.

### Processing of lipid abundance data

Raw lipid abundances were normalized and prepared for downstream analyses using the MetaboDiff package (Mock et al., 2018) (v0.9.5) in R (v4.2.1). Outlier samples were identified using PCA and removed, and knn imputation was repeated for the remaining samples. The data was then subjected to variance stabilization normalization (vsn) for downstream processing.

### Differential lipid abundances analysis

One-way ANOVAs (aov command in R) were performed for each lipid for the injured timepoints with the following design formula: Concentration ~ Condition, where Condition = {Injury +Time}, Injury = {1 mm, 2 mm}, and Time = {0, 3, 7, 14 dpi}. Differential lipids were identified as those with p-values <0.05 after Benjamini–Hochberg correction.

### DPGP clustering

To cluster differentially abundant lipids by similar abundance dynamics over the time course, we used the Dirichlet Process Gaussian Process mixture model (DPGP v0.1) (McDowell et al., 2018a). Normalized imputed abundances were averaged within each condition and fold changes were calculated between injuries (2 mm over 1 mm) at each timepoint. Fold changes for each lipid across time points were normalized as z-scores, then clustered with DPGP using default parameters with the following command:

DP_GP_cluster.py -i [**fold change z-scores**] -o [**output file prefix**]

### Immunohistochemistry stain and quantification

Tissue sections were thawed and air-dried at room temperature for 5 min followed by fixation in 100% acetone cooled to –20°C for 10 min or 4% PFA in PBS at room temperature for 15 min. Tissues were rehydrated with 1× PBS for 5 min and blocked in 10% goat serum diluted in 1× PBS for 1 hr or MOM blocking reagent (Vector Labs) for 30 min. Primary antibodies (CD68 Bio-Rad, MYH3 DHSB, GFP Abcam, RFP Rockland) were incubated overnight at 4°C in a humidifying chamber. Secondary antibodies (Thermo Fisher) were incubated for 1 hr at room temperature in a humidifying chamber. Coverslips were mounted using Prolong Diamond Antifade. Whole-section images were acquired using a Nikon A1 confocal microscope. The CD68+ area was quantified as a percentage of the full-section area using MATLAB. Myofiber regions were determined using Cellpose (Stringer et al., 2021) and LabelsToROIs (Waisman et al., 2021), followed by quantification of MYH3+ fibers and MYH3+ fiber measurements using MATLAB. Three sections per tissue were imaged, quantified, and averaged and graphed in GraphPad prism. To quantify TdTomato+ myofibers, Cellpose (Stringer et al., 2021) and LabelsToROIs (Waisman et al., 2021) were used to determine myofiber regions followed by quantification of TdTomato+ fibers using FIJI. TdTomato+ fiber measurements were processed using R and graphed in GraphPad prism. Sample size was determined by power analysis of pilot experiments to achieve 80% power.

### Flow cytometry

Mouse TAs were extracted, separately weighed using sterile surgical tools, and minced using surgical scissors. Minced tissues were added to tubes containing collagenase type II (0.2%) and dispase II (2.5 U/mL) in 10 mL of DMEM, then placed on rocker in a 37°C incubator for 1 hr and mixed by pipette every 30 min. The enzymes were then inactivated by addition of 20% heat-inactivated fetal bovine serum (HI-FBS) in Ham’s F10 media, and the solution was passed through a 70-um cell strainers, centrifuged, washed, and counted. The single-cell suspension was then pelleted and resuspended in staining buffer (PBS with 2% BSA, 2 mM EDTA and 0.01% sodium azide), and plated in a 96-well-round bottom plate. Cells were centrifuged at 350 × *g* for 2.5 min and resuspended in a primary antibody cocktail including CD45-APC (BioLegend), F4/80-AF488 (BioLegend), and Ly6G-APCCy7 (BioLegend) for 30 min on ice. Cells were then centrifuged, washed with staining buffer, then resuspended in staining buffer containing propidium iodide for 1 min at room temperature in the dark, centrifuged, and resuspended in staining buffer for flow cytometry analysis. Prior to acquisition, cells were filtered through 40-mm cell strainers. Single-color controls were made using UltraComp eBeads (Thermo Fisher) compensation beads stained according to the manufacturer’s protocol. Samples were acquired within 30 min on a Bio-Rad Ze5 cytometer, and the data was processed using FlowJo (version 10) with manual compensation. Sample size was determined by power analysis of pilot experiments to achieve 80% power.

### MuSC enrichment

Mouse TA muscles were extracted and separately weighed using sterile surgical tools and placed into separate Petri dishes containing ice-cold PBS. Using surgical scissors, muscle tissues were minced and collagenase type II (0.2%) and dispase II (2.5 U/mL) were added to 10 mL of DMEM per quadricep. Samples were placed on rocker in a 37°C incubator for 1.5 hr and mixed by pipette every 30 min. The enzymes were then inactivated by addition of 20% HI-FBS in Ham’s F10 media. The solution was passed through a 70-um cell strainers, centrifuged, and washed. Negative MuSC enrichment was performed using the Miltenyi Satellite Cell Isolation Kit for mouse according to the manufacturer’s protocols or by FACS sorting for CD45-Ter119-CD31-CD11b-Sca1-B1int+ CXCR4+ cells as previously described (Shcherbina et al., 2020).

### Quantitative real-time PCR (qRT-PCR)

Cells were lysed directly in the plate using Buffer RLT (QIAGEN) with 10 uL/mL 2-mercaptoethanol following a quick PBS rinse. Cell lysates were thawed at room temperature for 30 min, then RNA was extracted using the QIAGEN RNeasy Mini Kit according to the manufacturer’s instructions. RNA purity and concentration were measured using a NanoDrop and Qubit RNA HS Assay. Within 1 wk, cDNAs were synthesized using the SuperScript III cDNA Synthesis Kit (Thermo Fisher) according to the manufacturer’s protocol. DNA quality and concentration were determined using a NanoDrop. Then, 80–100 ug cDNA template was plated in triplicate along with SYBR Green PCR MasterMix and 500 nM PCR primer, then cycled 40 times starting at 95°C for 10 s followed by 60°C for 30 s on a CFX96 Real-Time thermocycler. Gene expression was quantified using the ∆∆Ct method.

### In vivo Maresin 1 treatment

Maresin 1 (Cayman Chemicals #1268720-28-0) was aliquoted (500 ng per vial) in amber glass vials (Thermo Fisher Scientific, C4010-88AW), purged with nitrogen gas, and stored at –80°C. On the day of use, ethanol was evaporated using a stream of nitrogen gas and resuspended in 100 μL of sterile saline solution + 0.1% ethanol. Maresin 1 solution was protected from light and kept on ice until intramuscular administration. Mice legs were randomized to receive 100 ng of Maresin 1 (20 μl) or vehicle (sterile saline + 0.1% ethanol) every 2 d after injury.

### In vitro Maresin 1 treatment

Single-cell suspensions were prepared as described above in sterile conditions, followed by MACS isolation of MuSCs using the Miltenyi Satellite Cell Isolation Kit for mouse according to the manufacturer’s protocols. MACS-enriched MuSCs were plated on Matrigel-coated tissue culture dishes in myoblast media (Ham’s F10 with 20% FBS, antibiotics, and fibroblast growth factor basic) and allowed to expand for up to three passages. Myoblasts were then passaged and plated in a 48-well plate with 15,000 cells seeded per well. After 24 hr, media was replaced with fresh myoblast media containing Maresin 1 (10 nM) and EdU (10 uM). EdU staining was performed 24 hr later using the EdU ClickIt Reaction Kit (Thermo Fisher) according to the manufacturer’s instructions. Images were analyzed using MATLAB to quantify the percentage of cells positive for EdU incorporation.

### In vitro Lgr6 knockdown

MuSCs were MACS-enriched and cultured as described above. Following expansion in myoblast media (F10 with 10% HI FBS, bFGF, and antibiotics), cells were seeded into 12-well plates at a density of 50,000 cells per well. Lgr6 knockdown was performed using RNAiMAX (Thermo Fisher) and Lgr6 Dsi-RNA (IDT) according to the manufacturer’s protocol in myoblast media without antibiotics. After 72 hr, cells were either lysed in the plate for RT-qPCR validation of knockdown efficacy, or media was replaced with myoblast media containing EdU for proliferation analysis, or with differentiation media (DMEM containing 5% horse serum and antibiotics). EdU staining was performed after 24 hr in EdU according to the manufacturer’s protocols. Wnt signaling activation was assessed using cells isolated from P7Wnt mice. After 72 hr in differentiation media, cells were washed, stained with Hoechst 33342, and imaged on a Zeiss epifluorescent microscope using a ×20 objective. GFP mean fluorescent intensity among GFP+ DAPI+ cells was quantified using MATLAB.

### In vitro P7Wnt mouse validation

MuSCs were isolated from P7Wnt mice via MACS and expanded in myoblast media. Cells were seeded into a 48-well plate at a density of 15,000 cells per well. After allowing the cells 24 hr to adhere to the well plate, media was replaced with fresh myoblast media containing 50 ng/mL recombinant Wnt3a protein (R&D Systems #1324-WN-002). MATLAB was used to quantify the percentage of GFP+ cells.

### Single-cell RNA sequencing

#### Sample preparation and sequencing

Male and female mice received bilateral 2-mm TA VML defects, which were treated with 20 uL intramuscular injections of Maresin 1 (100 ng in 0.1% EtOH in saline) or vehicle (0.1% EtOH in saline) at 1, 3, and 5 dpi. Animals were euthanized as described above at 7-dpi. TA muscles were pooled from three mice according to treatment, then digested into single-cell suspensions as described above. Labeling with cell multiplexing oligos (CMOs) (10x Genomics) was performed according to the manufacturer’s instructions (Demonstrated Protocol CG000391 Rev B, Protocol 3). Each treatment condition (vehicle and Maresin 1) was labeled with a separate CMO tag. Then equal cell numbers from each sample were pooled, stained with 7-AAD, and FACS-sorted to remove dead cells and debris. Post FACS, 8000 cells were loaded into the 10x Genomics chromium single-cell controller, and single cells were captured into nanoliter-scale gel bead-in-emulsions (GEMs). cDNAs were prepared using the single-cell 3′ protocol as per the manufacturer’s instructions and sequenced on a NovaSeq 6000 (Illumina) with 26 bases for read1 and 98 × 8 bases for read2.

#### Data processing and analysis

10x CellRanger v7.0.0 software’s mkfastq and multi command were run with default parameters except expect-cells = 8000. HD5 files were imported into R v.4.2.1 (https://www.r-project.org/) using the Seurat (Otto et al., 2008) v4.2 package, and genes expressed in less than 200 cells or cells expressing less than three genes were removed. Seurat objects were then merged. Normalization was performed and variable features were identified on each dataset separately prior to integration using Seurat v4. Linear dimensional reduction was performed using RunPCA, followed by FindNeighbors(dims = 1:30) and RunUMAP(32) (dims = 1:30). Clustering was performed using the Louvain unsupervised clustering algorithm at a resolution = 0.1. Cluster marker genes were determined using Seurat’s FindAllMarkers function (only.pos = T, logfc.threshold = 1) to annotate cell types. Differential gene expression across treatments within cell types was performed using MAST (Jacobsen et al., 2023). Seurat, dittoSeq (Chatterjee et al., 2014), EnhancedVolcano, and ggplot2 were used for data visualization.

### In situ functional testing

These procedures are modified from (Dellorusso et al., 2001). Briefly, mice were anesthetized with intraperitoneal injections of tribromoethanol (250 mg/kg) and supplemental injections given to maintain an adequate level of anesthesia during the procedure. Hindlimb fur was removed with animal clippers. The TA muscle was exposed by removing the overlying skin and outer fasciae. The distal TA tendon was isolated, and the distal half of the TA was freed from adjacent muscles by carefully cutting fasciae without damaging muscle fibers. A 4-0 silk suture was tied around the distal tendon, and the tendon was severed. The animal was then placed on a temperature-controlled platform warmed to maintain body temperature at 37°C. A 25-gauge needle was driven through the knee and immobilized to prevent the knee from moving. The tendon was tied securely to the lever arm of a servomotor via the suture ends (6650LR, Cambridge Technology). A continual drip of saline warmed to 37°C was administered to the TA muscle to maintain temperature. The TA muscle was initially stimulated with 0.2 ms pulses via the peroneal nerve using platinum electrodes. Stimulation voltage and muscle length were adjusted for maximum isometric twitch force (Pt). While held at optimal muscle length (Lo), the muscle was stimulated at increasing frequencies until a maximum force (Po) was reached, typically at 200 Hz, with a 1 min rest period between each tetanic contraction. Subsequently, the same procedure was repeated, but rather than activating the muscle via the peroneal nerve, a cuff electrode was placed around the muscle for stimulation. Muscle length was measured with calipers, based on well-defined anatomical landmarks near the knee and the ankle. Optimum fiber length (Lf) was determined by multiplying Lo by the TA Lf/Lo ratio of 0.6. After the evaluation of isometric force, the TA muscle was removed from the mouse. The tendon and suture were trimmed from the muscle, and the muscle was weighed. Total muscle fiber CSA of TA muscles was calculated by dividing muscle mass by the product of Lf and 1.06 mg/mm^3^, the density of mammalian skeletal muscle (Mendez and Keys, 1960). Specific Po was calculated by dividing Po by CSA. Sample size was determined by power analysis of pilot experiments to achieve 80% power.

### TGFβ1 ELISA

Muscles were extracted at 7 dpi as described above and flash frozen in liquid nitrogen, then stored at –80°C. Tissues were thawed in ice-cold PBS, weighed, minced, and homogenized with 30 passes of a Dounce homogenizer in 500 uL of RIPA buffer (Thermo Fisher) with a protease inhibitor cocktail (Thermo Fisher). Total protein was quantified using a Pierce BCA Assay kit (Thermo Fisher) according to the manufacturer’s instructions. Active TGFβ1 was quantified using the mouse TGF beta 1 DuoSet ELISA kit (R&D Systems) according to the manufacturer’s instructions. Absorbances were measured on a Synergy Neo microplate reader.

### cAMP assay

Hindlimb muscles were extracted, weighed, and minced using sterile surgical tools. Minced tissue was digested as previously described during the flow cytometry preparation. MuSCs were isolated via MACS (Miltenyi Biotec #130-104-268) and expanded in myoblast media. Primary myoblasts were then cultured in Matrigel-coated 96-well plates (Thermo Fisher #165306), seeding 2500 cells per well (three wells per biological replicate). Cells were incubated with Maresin 1 (10 nM) or vehicle for 24 hr. The cAMP assay (Promega #V1501) was then run, and luminescence levels were measured on a Synergy Neo microplate reader. cAMP levels were calculated based on a nonlinear fit (agonist vs response) of the standard curve.

### Statistics

Experiments were repeated at least twice, apart from scRNA-seq. Bar graphs show mean ± standard error from biological replicates unless otherwise stated. Statistical analysis was performed in GraphPad and/or R using two-sample Student’s *t*-test assuming normal distribution and equal variances, one-way ANOVA, or paired-*t*-test, as specified in the figure captions. All statistical tests performed were two-sided. Outliers were determined using the IQR method and removed from further analysis. p-Values<0.05 were considered statistically significant.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE215808. The following dataset was generated: Castor-MaciasJA LaroucheJA WallaceEC SpenceBD EamesA YangBA DavisC BrooksSV MaddipatiKR MarkworthJF AguilarCA 2023Maresin 1 repletion improves muscle regeneration after volumetric muscle lossNCBI Gene Expression OmnibusGSE21580810.7554/eLife.86437PMC1080786238131691

## Additional files

MDAR checklist

Supplementary file 1. Metabolite concentration (pmol/g) for different pathways in uninjured, 1 mm VML, and 2 mm (TA) tissue homogenates.

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Biological sample (*Mus musculus*)	C57BL/6J wild-type mice	Jackson Labs	Jackson Stock 000664	Female (2–3 mo)
Biological sample (*M. musculus*)	*Pax7Cre*^*ERT2/+*^;*Rosa26*^*Tcf/Lef-LSL-H2B-GFP*^ mice	University of Michigan	Jackson stock 017763 crossed with Jackson stock 032577	Female (2–3 mo)
Biological sample (*M. musculus*)	*Pax7*^*CreERT2*^ *– Rosa26*^*-TdTomato*^	University of Michigan	Jackson stock 017763 crossed with Jackson stock 007914	Female (2–3 mo)
Antibody	AF488 anti-mouse monoclonal F4/80, clone: BM8, isotype: Rat IgG2a, κ	BioLegend	123119; RRID:AB_893491	FC (1:200)
Antibody	APC-Cy7 anti-mouse monoclonal Ly-6G, clone: 1A8, isotype: Rat IgG2a, κ	BioLegend	127624; RRID:AB_10640819	FC (1:400)
Antibody	APC anti-mouse monoclonal Ly-6A/E (Sca-1), clone: D7, isotype: Rat IgG2a, κ	BioLegend	108112; RRID:AB_313349	FC (1:400)
Antibody	APC anti-mouse monoclonal CD45, clone: 30-F11, isotype: Rat IgG2b, κ	BioLegend	103112; RRID:AB_312977	FC (1:400)
Antibody	APC anti-mouse monoclonal TER-119, clone: TER-119, isotype: Rat IgG2b, κ	BioLegend	116212; RRID:AB_313713	FC (1:400)
Antibody	APC anti-mouse monoclonal CD31, clone: 390, Isotype: Rat IgG2a, κ	BioLegend	102410; RRID:AB_312905	FC (1:400)
Antibody	APC anti-mouse/human monoclonal CD11b, clone: M1/70. Isotype: Rat IgG2b, κ	BioLegend	101212; RRID:AB_312795	FC (1:400)
Antibody	PE anti-mouse/rat monoclonal CD29 (B1 int), clone: HMβ1-1, isotype: Armenian Hamster IgG	BioLegend	102208; RRID:AB_312885	FC (1:200)
Antibody	Biotin Rat AntiMouse monoclonal CD184, clone: 2B11/CXCR4 (RUO), isotype: Rat IgG2b, κ	BD Biosciences	551968; RRID:AB_394307	FC (1:200)
Antibody	Anti-mouse monoclonal CD68, clone: FA-11, isotype: IgG2a	Bio-Rad	MCA1957	IF (1:50)
Antibody	Mouse monoclonal Anti-human MYH3	DHSB	F1.652	IF (1:20)
Antibody	Chicken polyclonal Anti-mouse GFP	Abcam	ab13970; RRID:AB300798	IF (1:1000)
Antibody	Rabbit anti-mouse laminin 1+2, Isotype: Polyclonal IgG	Abcam	ab7463; RRID:AB_305933	IF (1:500)
Antibody	Rabbit polyclonal Anti-RFP	Rockland	600-401-379; RRID:AB_2209751	IF (1:50)
Antibody	Rabbit polyclonal Anti-Beta catenin polyclonal (CAT-15)	Thermo Fisher	71-2700; RRID:AB_2533982	IF (1:100)
Antibody	Goat polyclonal Anti-rabbit IgG (H+L), Alexa Fluor 647 conjugate	Thermo Fisher	A27040; RRID:AB_2536101	IF (1:500)
Antibody	Goat polyclonal Anti-rat (H+L), Alexa Fluor 647 conjugate	Thermo Fisher	A21247; RRID:AB_141778	IF (1:500)
Antibody	Goat polyclonal Anti-mouse (H+L), Alexa Fluor 488 conjugate	Thermo Fisher	A28175; RRID:AB_2536161	IF (1:500)
Antibody	Goat polyclonal Anti-chicken IgY (H+L), Alexa Fluor 488 conjugate	Thermo Fisher	A32931TR; RRID:AB_2866499	IF (1:500)
Antibody	Goat polyclonal Anti-rabbit (H+L), Alexa Fluor 555 conjugate	Thermo Fisher	A21247; RRID:AB_141778	IF (1:500)
Sequence-based reagent	PrimeTime Mouse GAPDH Primer	Integrated DNA Technologies	Mm.PT.39a1	
Sequence-based reagent	PrimeTime Mouse Lgr6 Primer	Integrated DNA Technologies	Mm.PT.58.9348010	
Sequence-based reagent	Mouse Lgr6 DsiRNA #1	Integrated DNA Technologies	mm.Ri.Lgr6.13.2	
Sequence-based reagent	Mouse Lgr6 DsiRNA #2	Integrated DNA Technologies	mm.Ri.Lgr6.13.1	
Sequence-based reagent	Cell Multiplexing Oligos	10x Genomics	1000261	
Peptide, recombinant protein	Bovine serum albumin	Fisher Scientific	BP9703-100	
Peptide, recombinant protein	Fibroblast growth factor basic	Gibco-Invitrogen	PHG0263	
Peptide, recombinant protein	0.25% Trypsin EDTA	Gibco-Invitrogen	25200072	
Peptide, recombinant protein	HALT Protease Inhibitor Cocktail	Thermo Fisher	87786	
Chemical compound, drug	Dispase II (activity ≥ 0.5 units/mg solid)	Sigma	D4693-1G	Digestion of tissue to extract MuSCs
Chemical compound, drug	Collagenase type II (654 U/mg, non-specific proteolytic activity 487 U/mg)	Life Technologies	17101015	Digestion of tissue to extract MuSCs
Chemical compound, drug	DMEM, high glucose, pyruvate	Life Technologies	11995065	
Chemical compound, drug	Ham’s F-10 Nutrient Mix	Life Technologies	11550043	
Chemical compound, drug	Tissue Plus O.C.T Compound	Fisher Scientific	23-730-571	
Chemical compound, drug	Magnesium sulfate heptahydrate	Sigma-Aldrich	63138-250G	
Chemical compound, drug	Sodium bicarbonate	Sigma-Aldrich	S5761	
Chemical compound, drug	SafeClear II	Fisher Scientific	23-044192	
Chemical compound, drug	Picric acid	Sigma-Aldrich	P6744-1GA	
Chemical compound, drug	Glacial acetic acid	Sigma-Aldrich	BP2401-500	
Chemical compound, drug	Xylenes	Sigma-Aldrich	534056-4L	
Chemical compound, drug	Permount	Fisher Scientific	SP15-100	
Chemical compound, drug	0.5 M EDTA	Invitrogen	15575-038	
Chemical compound, drug	Sodium azide	Sigma-Aldrich	71289	
Chemical compound, drug	4% paraformaldehyde in PBS	Thermo Fisher	J19943-K2	
Chemical compound, drug	Penicillin streptomycin	Gibco-Invitrogen	15640055	
Chemical compound, drug	Maresin 1	Cayman Chemicals	10878	
Chemical compound, drug	Tween-20	Sigma-Aldrich	P1379	
Chemical compound, drug	TritonX-100	Sigma-Aldrich	T8787	
Chemical compound, drug	Tamoxifen	Sigma-Aldrich	T2859-1G	
Chemical compound, drug	Corn Oil	Sigma-Aldrich	C8267-2.5L	
Commercial assay or kit	Satellite Cell Isolation Kit, mouse	Miltenyi	130-104-268	
Commercial assay or kit	TGF beta 1 DuoSet ELISA Kit	R&D Systems	DY1679	
Commercial assay or kit	Pierce BCA Assay Kit	Thermo Fisher	23227	
Commercial assay or kit	EdU ClickIt Reaction Kit	Thermo Fisher	C10340	
Commercial assay or kit	SuperScript III First-Strand Synthesis Kit	Thermo Fisher	18080051	
Commercial assay or kit	QIAGEN RNeasy Mini Kit	QIAGEN	74104	
Commercial assay or kit	Qubit RNA HS Assay	Thermo Fisher	Q32852	
Commercial assay or kit	Single cell 3’ Library & Gel Bead Kit	10x Genomics	120267	
Commercial assay or kit	cAMP-Glo Assay	Promega	V1501	
Software, algorithm	CellRanger v7.0.0	10x Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/downloads	
Software, algorithm	R v4.2.1	The R Foundation for Statistical Computing	https://www.r-project.org/; RRID:SCR_001905	
Software, algorithm	Python		https://www.python.org/	
Software, algorithm	MetaboDiff v0.9.5	Mock et al., 2018; Mock, 2020	https://github.com/andreasmock/MetaboDiff	
Software, algorithm	DPGP v0.1	McDowell et al., 2018a; McDowell et al., 2018b	https://github.com/PrincetonUniversity/DP_GP_cluster	
Software, algorithm	MATLAB_R2020a	MathWorks	https://www.mathworks.com/products/matlab.html	
Software, algorithm	Seurat v4.2.1	Stuart et al., 2019	https://satijalab.org/seurat/; RRID:SCR_007322	
Software, algorithm	ggplot2 v3.2.1	Wickham et al., 2016	https://ggplot2.tidyverse.org; RRID:SCR_014601	
Software, algorithm	FlowJo v10		https://www.flowjo.com; RRID:SCR_008520	
Software, algorithm	ImageJ v2.1.0		https://imagej.net/ImageJ; RRID:SCR_002285	
Software, algorithm	Cellpose	Stringer et al., 2021	RRID:SCR_021716	
Software, algorithm	LabelsToROIs	Waisman et al., 2021	https://labelstorois.github.io/	
Software, algorithm	Bioinformatics analysis code	This paper	https://github.com/AguilarLab/Maresin1 (copy archived at Castor-Macias et al., 2023)	Algorithm used to generate Figure 5, Figure 5—figure supplement 1. Refer to data processing and analysis under single-cell RNA sequencing
Other	Streptavidin PE-Cyanine7	Thermo Fisher	25-4317-82; RRID:AB_10116480	FC (1:100)
Other	scRNA-seq datasets	This paper	GSE215808	Refer to data processing and analysis under single-cell RNA sequencing.
Other	LS Columns	Miltenyi	130-042-401	MACS isolation
Other	UltraComp eBeads	Fisher Scientific	01-2222-42	Single color controls for Flow Cytometry
Other	RIPA Buffer	Thermo Fisher	89900	Tissue homogenization reagent in ELISA assays
Other	Lipofectamine RNAiMAX	Invitrogen	13-778-030	Transfection reagent
Other	Hoechst 33342	Thermo Fisher	H3570	IF (1:1000) nuclear stain
Other	SYBR Green PCR MasterMix	Thermo Fisher	4309155	PCR reagent
Other	Matrigel	BD Biosciences	356234	Cell culture coating reagent
Other	Horse Serum	Gibco-Invitrogen	26050088	Cell culture
Other	Prolong Diamond	Thermo Fisher	P36965	Mounting media
Other	Direct Red 80	Fisher Scientific	AAB2169306	Picrosirius red stain
Other	Hematoxylin	Ricca Chemical Company	3530-16	H&E stain
Other	Eosin	EMD-Millipore	588X-75	H&E stain
Other	Fetal bovine serum	Life Technologies	10437028	Tissue digestion reagent
Other	Normal goat serum	Abcam	Ab7481; RRID:AB_2716553	IHC stain
Other	Propidium iodide – 1.0 mg/mL solution in Water	Life Technologies	P3566	FC (1:400)
Other	7-AAD	BioLegend	420403	FC (1:200)
Other	Mouse on Mouse blocking reagent	Vector Labs	MKB-2213	IHC stain

# Supplementary material for: Maresin 1 repletion improves muscle regeneration after volumetric muscle loss
**Source:** eLife. 2023 Dec 22;12:e86437. doi: 10.7554/eLife.86437
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Included in the Key Resources supplemental table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Included in Key Resources table and methods section |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Included in Key Resources table and methods section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods sections for each experiment as applicable |  |
| Randomisation | Methods section on animals |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | All healthy animals were included |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Each experiment was repeated at least twice as specified in the methods section on statistics. |  |
| Define whether data describe technical or biological replicates. | Data describe biological replicates as specified in the methods section on statistics |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Specified in the methods section on animals |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Outliers (defined by IQR method) were pre-determinedly removed from analysis as specified in the methods section on statistics. Animals were otherwise only excluded due to attrition as advised by the veterinary team at the University of Michigan. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Statistical tests are described in the methods and mentioned in the figure legends according to the number of treatment groups, experiment design (paired vs unpaired according to whether the same animal received both treatments), and desired comparison.. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Newly generated data is available on GEO under GSE215808  as reported in the manuscript and will be publicly released upon publication |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Newly generated data is available on GEO under GSE215808  as reported in the manuscript |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Software, code and mathematical algorithms are included in the Key Resources table along with RRIDs where applicable |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Newly generated code is available on GitHub as reported in the Key Resources table |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

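Single-cell RNA sequencing of mouse tibialis anterior muscle at 7 dpi was available for 4 pools, a vehicle and a Maresin 1 pool from each of 2 experiments (n = 2 pools per treatment). The pools of the first experiment were tagged and captured together, and those of the second were separate libraries. The methods state that 8000 cells were loaded. The deposited values are counts of UMIs per gene and cell, made by the authors with Cell Ranger 7.0.0 after its cell calling, and the paper's own clustering used Seurat 4.2. The values were checked to be whole numbers and not normalized. The pools held 1660 (vehicle) and 2898 (Maresin 1) cells in the multiplexed experiment and 10797 and 9416 in the separate libraries, with 11181765, 18446585, 120640845 and 102760440 UMIs.

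Cells with at least 3 genes were kept, as the methods state, although that number and the minimum of 200 cells per gene read as if exchanged. The 14183 genes found in at least 200 cells were log-normalized, pools were integrated on 2000 variable features and 30 dimensions with Seurat 5.3.0, and cells were clustered by the Louvain method at resolution 0.2. Clusters were named from markers fixed before the data were examined, with a fold of 2, a minimum of 20 CPM (counts scaled to the library total) and at least 3 detected markers. UMIs were summed per pool and cell type for the 9 types with at least 10 cells in each pool that had been chosen in advance, and myonuclei were added after seeing the data. Genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr, terms for experiment and treatment) and adjusted by Benjamini-Hochberg at 0.05. Shares were tested with edgeR on cell counts with total cells as library size. The 32 gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, then with an estimated correlation, adjusted over 264 pairs of list and cell type. Cells were not treated as replicates.

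The lists covered interferon response, chemokines and inflammatory cytokines, inflammatory monocytes, resident and repair macrophages, lipid-associated macrophages, antigen presentation, extracellular matrix, quiescent MuSCs, myogenic differentiation, cell cycle, canonical Wnt targets, cAMP and CREB targets, dissociation and immediate early genes, eicosanoid and maresin enzymes, lipid mediator receptors, complement, neutrophil maturity, TGF-beta signalling, angiogenesis, T cell activation, cytotoxicity, mitochondrial and sex-linked transcripts, transcripts of neutrophils, macrophages, myofibers and erythrocytes that could be free RNA, and 5 sets of genes named by the paper. Named genes were those the paper names or labels in Fig. 5E and Fig. 5F, the list members with the lowest p, the up to 10 genes per direction with the largest change among those with adjusted p under 0.05, a mean of at least 50 CPM and the same direction in both experiments (where fewer than 3 passed, the 5 with the lowest p under the same limits), and Lgr6. Heat shock, fibronectin and other genes in macrophages and MuSCs were named by the lowest p part of this rule.

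The alternatives were DESeq2 1.42.0 with its size factors, no experiment term, no filter on low counts, library totals in place of TMM, doublets left out (Scrublet in scanpy 1.11.5, with scikit-image 0.26.0), at least 200 genes per cell, at least 500 genes with at most 10% mitochondrial UMIs, resolution 0.1, no integration, shares without myonuclei and erythrocytes, TMM over cell types, cells thinned to 1000 UMIs, and each pool or experiment left out. A filter of at least 200 genes and under 10% mitochondrial UMIs, and fold changes of single genes within experiments, were chosen after seeing the data. The tests were tested on simulated data made from the real counts with 200 changed genes per type. The changed genes were drawn from those above a minimum mean count, so recovery of genes with lower counts was not measured. There edgeR found 3.03%, 34.3% and 83.1% of changes of 0.5, 1 and 2 on the log2 scale in macrophages and 22.4%, 74.6% and 97.0% in T cells, with 11 and 21 false calls. Camera found 10 of 10 moved lists at the preset correlation and 0 of 10 with an estimated one, so a loss of a call with the latter says little. The simulated genes were drawn independently of each other, which favors a low preset value. Whether the preset value of 0.01 is too low for these pools was not settled, and each list call rests on it. A doubling of B cells was called in 16 of 20 draws, with 7 false calls. The spread between pools in these draws was set by hand and not taken from the data. Other software was R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Types with under 10 cells in a pool were not tested, and reads were not realigned. A gene labeled in Fig. 5F is not reported here.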

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

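The tests on interferon response genes were chosen only after the result was seen, and those on neutrophil and myofiber transcripts before. Each result in the next paragraph is a list of genes, fixed before the data were examined, that passed camera at the preset correlation with the same direction in both experiments and at least 2 members with adjusted p under 0.05, in a cell type in which the paper names no differing gene (it names them in macrophages and MuSCs alone). None passed with an estimated correlation, where the smallest adjusted p over all 264 pairs was 0.95. The paragraphs after it weigh patterns that need not meet this rule.

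The interferon response list had a median log2 fold change of -0.57 (-0.50 multiplexed, -0.58 separate) in dendritic cells and -0.69 (-0.72 multiplexed, -0.69 separate) in endothelial cells. In endothelial cells the antigen presentation list had -0.90 (-1.24 multiplexed, -0.67 separate) and the cell cycle list 1.00 (1.92 multiplexed, 0.54 separate). In dendritic cells the complement list had -0.64 (-0.17 multiplexed, -0.59 separate) and the cytotoxicity list -0.52 (-1.51 multiplexed, -0.07 separate). Hemoglobin transcripts had 3.42 (7.02 multiplexed, 0.97 separate) in neutrophils, -1.48 (-2.66 multiplexed, -0.56 separate) in B cells and -1.70 (-3.22 multiplexed, -0.26 separate) in dendritic cells. Myofiber transcripts had 2.22 (0.57 multiplexed, 2.46 separate) in B cells, and neutrophil transcripts -1.15 (-0.21 multiplexed, -1.98 separate) in fibroblasts.

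Interferon response genes had negative medians in 8 of 9 cell types. The scaling of the pools was argued against, since library totals in place of TMM left the highest of the 8 medians at -0.236. For T, NK and endothelial cells of the separate libraries, free RNA from other cells cannot be told apart from their own expression. The share of Isg15 UMIs that free RNA could hold in the separate vehicle library was 0.542, 0.437 and 0.788. It was at least 1.32 times the share lost after Maresin 1 (0.376, 0.330 and 0.438). The shares for free RNA took the high bound of the Isg15 to Lyz2 ratio in B cells, 0.325. They would be lower at the ratio itself, 0.224 on 35 Isg15 UMIs, so the comparison rests on that bound. For MuSCs free RNA stays open as a candidate explanation but is not shown. The ratio of Isg15 to Lyz2 UMIs in the separate vehicle library was 0.795 times that in B cells. Whether B cells express Isg15 themselves was not tested. The ratio was 0.178 in MuSCs and 0.0256 in macrophages. The multiplexed pools were captured together, so free RNA in the droplets was common to both. The list medians in MuSCs and in T, NK and endothelial cells were negative there too. Common free RNA would not by itself give such a difference in cells of like depth, such as T cells (medians of 4505 and 4606 UMIs). Myofiber transcripts, which T cells do not make, also differed there in T cells (1.622), so the multiplexed pools do not settle it. A response to Maresin 1 and, if the pools came from different mice, which the paper does not state, a difference between those mice also stay open, as untested.

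Neutrophil transcripts had a median log2 fold change of -1.29 in MuSCs of the separate libraries. Free RNA of neutrophils may be the source, since the same transcripts had a median of -0.895 over B, T, NK and endothelial cells (standard deviation 0.819). Doublets with immune cells may add to it, since leaving out 77 vehicle and 61 Maresin 1 MuSCs, marked by Scrublet or with the highest shares of macrophage transcripts in their pool (none of them on the neutrophil list), moved the median over all 14 measured transcripts from -1.329 to -0.721. MuSCs with the most free RNA could be among those left out, so this test does not separate doublets from free RNA. Expression of these genes by MuSCs themselves was not tested.

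Myogenic differentiation genes had a median of 1.36 in MuSCs of the multiplexed pools and 0.01 in the separate libraries. Myofiber transcripts had a median of 1.185 over B, T, NK and endothelial cells of the multiplexed pools and 0.286 in the separate libraries. The multiplexed pools were captured together, so free RNA of myofibers in the droplets was common to both. It would not by itself give that difference in cells of like depth, such as T cells (medians of 4505 and 4606 UMIs). Whether it contributes in MuSCs, whose depth differed between these pools, was not settled. A larger share of differentiating cells cannot be told apart from no such difference, since genes of quiescent MuSCs had medians of 0.172 and -0.043, with members of both signs.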

How the results depend on the processing

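The fold changes within single experiments for single genes, the filter of at least 200 genes and under 10% mitochondrial UMIs, and the tests on myonuclei were chosen after the results were seen. The limits are few pools (2 per treatment), an experiment term that leaves 1 residual degree of freedom, and experiments that differ in depth and composition. Genes with adjusted p under 0.05 that were followed over the settings number 68, not all of them printed in the text. In settings other than leaving out pools they gave 467 values, of which 273 kept their direction and their side of the threshold, 194 kept the direction alone and 0 reversed. The rule for named genes asks for large changes with the same direction in both experiments, which favors few reversals. The 97 other genes followed gave 679 values, of which 555 kept both, 102 passed the threshold and 22 reversed, in 14 genes. The cause was not tested for any value below.

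With no filter on low counts the counts of genes with adjusted p under 0.05 that moved were 35 in macrophages, 49 in MuSCs, 88 in T cells, 79 in NK cells, 44 in B cells, 171 in fibroblasts and 189 in endothelial cells, and the log2 fold changes that reversed were Il1b 0.00 in MuSCs. With cell types from resolution 0.1 the counts of genes with adjusted p under 0.05 that moved were 42 in macrophages, 53 in neutrophils, 7 in MuSCs, 9 in dendritic cells and 24 in endothelial cells, and the log2 fold changes that reversed were Chil3 -0.21, Ly6c2 -0.28, Cxcl2 -0.12, Thbs1 -0.26 and Trem2 -0.07 in macrophages and Il1b 0.09 and Pax7 -0.13 in MuSCs. With DESeq2 the counts of genes with adjusted p under 0.05 that moved were 1 in neutrophils, 2 in MuSCs, 5 in T cells, 0 in B cells, 7 in dendritic cells, 6 in fibroblasts, 10 in endothelial cells and 0 in myonuclei, and the log2 fold changes that reversed were Il1b 1.66 in MuSCs. With library totals in place of TMM the counts of genes with adjusted p under 0.05 that moved were 13 in MuSCs, 4 in T cells, 45 in NK cells, 30 in dendritic cells and 0 in endothelial cells, and the log2 fold changes that reversed were Thbs1 -0.03 in macrophages and Il1b 0.01 and Pax7 -0.03 in MuSCs. With doublets left out the counts of genes with adjusted p under 0.05 that moved were 2 in MuSCs, 25 in NK cells, 0 in B cells, 43 in dendritic cells and 4 in myonuclei, and the log2 fold changes that reversed were Csf3r 0.06 in macrophages and Il1b 0.47 and Bambi 0.04 in MuSCs and Lyz2 0.32 in T cells. With at least 500 genes and at most 10% mitochondrial UMIs per cell the counts of genes with adjusted p under 0.05 that moved were 2 in MuSCs, 1 in T cells, 28 in B cells, 4 in fibroblasts and 0 in endothelial cells, and the log2 fold changes that reversed were Il1b 0.01 and Ttn 0.00 in MuSCs and Cyb5r3 0.10 in myonuclei. At resolution 0.1 the cell types held other mixtures of cells. The MuSC cluster held 1445 cells against 1271 and had 6 detected fibroblast markers, with Dcn and Col1a1 among its top genes, so its values are those of MuSCs and fibroblasts together. The macrophage cluster held 7375 cells against 5538, and the dendritic cluster of 1550 cells led by Cd209a had no counterpart. The endothelial cluster held 1424 cells against 961, with a median of 6050 UMIs against 12020, and the unnamed cluster of 752 cells was gone.

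Each pool has a partner in its own experiment, which the experiment term carries as a replicate block. With no replicate block edgeR called 9 in neutrophils, 0 in B cells, 0 in dendritic cells, 0 in fibroblasts, 0 in endothelial cells and 0 in myonuclei, and the log2 fold changes that reversed were Cxcl9 0.32, Igf1 -0.24 and Thbs1 -0.18 in macrophages. Of the 264 pairs of list and cell type, 54 passed camera with the block, 47 without it and 0 with an estimated correlation.

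For shares of cells, the log2 fold change of dendritic cells reversed to 0.08 with at least 500 genes and at most 10% mitochondrial UMIs, 0.05 without myonuclei and erythrocytes, 0.02 with at least 200 genes and 0.04 with at least 200 genes and under 10% mitochondrial UMIs. Under this last filter 1 cell type passed, myonuclei at 0.78. TMM over cell types reversed the value of MuSCs to -0.07. Leaving out either experiment gave -0.56 to -0.06 for neutrophils, -0.21 to 0.11 for dendritic cells, -0.07 to 0.31 for MuSCs and 0.59 to 0.73 for myonuclei, and -1.30 to 0.00 for the inflammatory monocyte list in MuSCs and -1.81 to 0.07 for the neutrophil maturity list in neutrophils. With cells thinned to 1000 UMIs, 0 MuSCs had an Lgr6 UMI.

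Single pools were left out with no experiment term, since 3 pools leave no residual degree of freedom with it, and the lone pool of a treatment is assumed to vary like the others. The counts of genes with adjusted p under 0.05 then ranged from 6 to 46 in macrophages, 2 to 15 in neutrophils, 7 to 50 in MuSCs, 4 to 53 in T cells, 4 to 44 in NK cells, 0 to 12 in B cells, 23 to 66 in dendritic cells, 10 to 180 in fibroblasts, 41 to 96 in endothelial cells and 0 to 61 in myonuclei. Of 270 values of called genes 12 reversed, in 8 genes, and of 380 values of the others 75 reversed, in 53 genes. The following log2 fold changes reversed at least once, with ranges over single pools and single experiments left out. In macrophages they were Cxcl9 -1.52 to 1.64, Chil3 -0.62 to 0.76, Egr1 -1.35 to 0.47, Csf3r -0.52 to 0.69, Igf1 -1.22 to 1.61, Ly6c2 -0.39 to 0.64, Tgfbi -0.72 to 0.55, Cd83 -0.17 to 0.86, Cxcl2 -1.58 to 1.52, Thbs1 -0.75 to 0.80, Marcks -0.37 to 0.39, Uap1 -0.45 to 0.29, Spp1 -0.82 to 1.31, Trem2 -0.59 to 0.73, C1qc -1.08 to 0.52, Cd63 -1.23 to 0.15, Hspa1b -0.29 to 2.58, Hspa1a -0.08 to 2.10, Ccl5 -2.95 to 0.64, S100a9 -3.91 to 1.91 and S100a8 -3.40 to 1.57. In MuSCs they were S100a8 -6.29 to 3.91, S100a9 -5.32 to 4.54, Ccl4 -3.45 to 9.31, Cxcl10 -2.21 to 0.10, Il1b -1.24 to 4.73, Myh3 -1.45 to 2.40, Pax7 -0.66 to 0.78, Myod1 -0.06 to 1.00, Myog -0.16 to 0.74, Myc -0.37 to 1.03, Mymk -0.52 to 1.84, Lyz2 -4.21 to 3.05, Ttn -0.19 to 0.12, Aspn -0.61 to 3.62 and Postn -0.33 to 2.42. In neutrophils they were Ngp -6.42 to 5.28 and Camp -11.11 to 0.00. In dendritic cells they were Hspa1a -1.14 to 2.91, Hspa1b -1.56 to 3.25, Hsph1 -0.09 to 1.67 and Gm11290 -1.92 to 3.02. In fibroblasts they were S100a9 -6.79 to 1.54 and S100a8 -7.25 to 1.29. In endothelial cells they were 4930512B01Rik -1.29 to 3.03, Stmn1 -0.21 to 1.38, AY036118 -0.66 to 1.56 and Rgs5 -3.48 to 0.49. In B cells they were Ly6d -0.06 to 0.80. In T cells they were Hspa1a -1.45 to 2.69 and Isg15 -1.63 to 0.41. In NK cells they were S100a4 -0.07 to 1.23, Ccl3 -0.32 to 1.43, Gm42418 -2.59 to 3.56, S100a9 -6.42 to 0.71, S100a8 -5.81 to 0.08, Lyz2 -3.66 to 0.51, Isg15 -1.24 to 0.05 and Il1b -2.41 to 0.59. In myonuclei they were Pvalb -0.05 to 1.70, Hbb-bt -4.17 to 2.75, Tnnt2 -2.72 to 0.86 and Cyb5r3 -2.89 to 0.21.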

Differences from the paper's values

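Fig. 5C prints a fold change around 0 with no base, and no single scale fits all of its bars, so relative changes of pooled shares are given with the log2 ratio of the same shares beside them. The paper's z test took cells as replicates. A difference is said to close where the signs are the same, or the paper's value is 0, and the values lie within the standard deviation between the relative changes of the 2 experiments, which differs by cell type and is 0.007 in B cells, 0.151 in dendritic cells, 0.31 in erythrocytes, 0.131 in macrophages, 0.043 in NK cells and 0.254 in basophils or mast cells. For B cells the paper has about 0.32 in Fig. 5C, read by eye, against 0.230 here (log2 0.30), a difference that closes on the relative scale without myonuclei and erythrocytes and with at least 200 genes and under 10% mitochondrial UMIs, a filter chosen after seeing the values, and stays under the other alternatives. On the log2 scale the B cell value lies near the paper's. Within the experiments B cells changed by 0.014 and 0.024, at 10.5% and 2.77% of vehicle cells, so the pooled value carries the difference in make-up between the experiments. For dendritic cells it has about -0.24 in Fig. 5C against 0.054 (log2 0.08), which closes only without replicate 2 (-0.136). For erythrocytes it has about 0.08 in Fig. 5C against 0.608 (log2 0.69), which closes with at least 200 genes (0.058), without replicate 2 (0.172) and with the filter chosen after seeing the values (0.095), and stays at resolution 0.1, with no integration, with doublets left out and without replicate 1, while the other alternatives give no value. For macrophages it has about 0 in Fig. 5C against -0.136 (log2 -0.21), which stays with no integration and without replicate 2 and closes at resolution 0.1, with at least 200 genes, with at least 500 genes and at most 10% mitochondrial UMIs, with doublets left out, without myonuclei and erythrocytes, without replicate 1 and with the filter chosen after seeing the values. For NK cells it has about 0.04 in Fig. 5C against -0.026 (log2 -0.04), which closes with at least 200 genes, with at least 500 genes and at most 10% mitochondrial UMIs, without myonuclei and erythrocytes and with the filter chosen after seeing the values, and stays under the other alternatives, with -0.158 and -0.097 within the experiments, at 13.1% and 5.8% of vehicle cells. For basophils or mast cells it has about 1.0 in Fig. 5C against 0.609 (log2 0.69), which no alternative closes, and resolution 0.1 has no such type. For fibroblasts it has about 0 in Fig. 5C against 0.655 (log2 0.73). That gap is not counted as a difference only because the standard deviation is 0.906. The fibroblast values were -0.228 in the multiplexed pools and 1.053 in the separate libraries, so agreement with the paper is not shown.

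The cell numbers, UMIs and genes per cell lie within 1.5 times of the paper's. The filter of at least 200 genes and under 10% mitochondrial UMIs, chosen after seeing the values, gave 21879 cells (11297 vehicle, 10582 Maresin 1), with means of 10887 UMIs and 2579 genes, against the paper's 21,679 cells. The paper names 13 cell types, and 14 were named here.

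For macrophages the paper states lower expression of Ly6c2, Hmox1, Ccl2, Thbs1, Tgfbi and Mmp9 after Maresin 1 (Fig. 5E), from a test that took cells as replicates. Here Ccl2 had a log2 fold change of 0.65, Ly6c2 0.09 and Thbs1 0.01, while Hmox1 (-0.58), Mmp9 (-1.07) and Tgfbi (-0.10) had the paper's direction. Ly6c2 and Thbs1 had the paper's direction in the separate libraries, with 2875 vehicle and 2400 Maresin 1 macrophages. They had the other direction in the multiplexed pools, with 112 and 151, and the experiment term lets these small pools offset the large ones. Both genes were negative at resolution 0.1 (-0.28 and -0.26). Of the other genes labeled in Fig. 5E, Cxcl2 (0.13) and Chil3 (0.05) are drawn as lower there, and Fscn1 (-0.58) and Egr1 (-0.27) as higher. For MuSCs the paper states higher Ttn (Fig. 5F), which had -0.04 here, while Myog (0.28) and Mymk (0.59) had the paper's direction, as did Cxcl10 (-1.44), Cxcl9 (-1.37) and Ccl4 (-1.37). The paper also states lower Il1b in MuSCs, which had -0.01 here and was positive under several alternatives. No gene that the paper names or labels in these cell types had an adjusted p under 0.05 in the edgeR test across pools, while some other settings called a few of them. Hmox1 in macrophages passed with cell types from resolution 0.1 (-0.80). The macrophage cluster is wider there (7375 cells against 5538), and a dendritic cluster of 1550 cells has no counterpart. Mmp9 had -11.74 without Maresin 1 replicate 2 and with no experiment term. The lone Maresin 1 pool in that fit held no Mmp9 UMI, so the size of this value means little. In MuSCs, Cxcl10 (-1.44), Ccl4 (-1.39), S100a8 (-1.50) and S100a9 (-1.37) passed with no filter on low counts, Cxcl10 (-1.50) and S100a8 (-1.53) with library totals in place of TMM, and Cxcl10 (-1.38) and S100a8 (-1.71) with cell types from resolution 0.1, where the MuSC cluster had 6 detected fibroblast markers. Fits with no experiment term and a lone multiplexed pool of a treatment gave large values. Without Maresin 1 replicate 2 these were -3.45 for Ccl4, -6.29 for S100a8, -5.32 for S100a9, -4.21 for Lyz2 and 2.40 for Myh3. Without vehicle replicate 2 they were positive, at 4.64 for Il1b, 3.91 for S100a8 and 4.54 for S100a9. Dendritic cells are stated to be fewer (Fig. 5C), and their log2 fold change in share was -0.03.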

Other observations

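No test here was chosen after a result was seen, and no explanation is offered. In fibroblasts, genes of the cell cycle had a median log2 fold change of 1.22 (camera adjusted p = 9.64e-07, p = 0.136 with an estimated correlation). In neutrophils, genes of immature neutrophils had a median of -1.78, from 0.07 in the multiplexed pools and -1.81 in the separate libraries. In T cells, Isg15 had a log2 fold change of -0.60 and Lyz2 -1.39, which turned positive with doublets left out. In NK cells Ly6c2 had 0.80, Ccl3 0.59 and Isg15 -0.60. Isg15 turned direction in both types in fits with 1 pool left out and no experiment term. No gene passed in either type in the main edgeR test. Other settings called some, such as 5 in T cells with DESeq2 and 45 in NK cells with library totals.

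Lgr6, which encodes a receptor that the paper examines for Maresin 1, was detected in few cells. It had a UMI in 5 of 1271 MuSCs (0.393%), 6 of 96 Schwann cells (6.25%), 2 of 283 pericytes or smooth muscle cells (0.707%), 2 of 5538 macrophages, 2 of 2855 T cells and 1 of 1655 NK cells, and in none of the other types, such as 0 of 1048 B cells. The 5 MuSCs all came from vehicle replicate 2. The median UMIs per cell were 18660 in MuSCs and 4363.5 in B cells. At this depth a low level of expression in other types could not be detected.

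Over the cell types tested, the other lists had these lowest and highest medians, with the number of types that passed camera at the preset correlation out of those measured: T cell activation and regulation (-0.84 to 0.05, 0 of 7), TGF-beta signalling (-0.14 to 0.15, 0 of 9), canonical Wnt targets (-0.13 to 0.07, 0 of 8), eicosanoid and maresin enzymes (-0.51 to 0.28, 0 of 9), lipid mediator receptors (-0.29 to 0.17, 0 of 9), mitochondrial transcripts (-0.13 to 0.12, 0 of 9), sex-linked (-0.69 to 0.23, 0 of 9), cAMP and CREB targets (-0.34 to 0.10, 1 of 9), macrophage free RNA (-0.28 to 0.01, 2 of 9), cytotoxicity (-1.15 to 0.18, 2 of 8), lipid-associated macrophage (-0.78 to 0.15, 1 of 9), resident and repair macrophage (-0.07 to 0.31, 0 of 8), inflammatory monocyte (-1.16 to 0.03, 2 of 9), chemokines and inflammatory cytokines (-0.82 to 0.44, 1 of 9), quiescent MuSC (-0.08 to -0.01, 0 of 6), neutrophil maturity (-1.78 to -0.27, 1 of 3), complement (-0.64 to 0.28, 3 of 8), paper macrophage inflammatory (-0.45 to 0.16, 1 of 6), paper macrophage fibrosis (-0.93 to -0.10, 1 of 7), paper Fig. 5E (-0.61 to 0.03, 2 of 9), paper Fig. 5F (-0.69 to 0.14, 1 of 9) and paper fibrosis-promoting macrophage (-0.51 to 0.31, 0 of 7). Of the lists whose name starts with paper, the paper takes the fibrosis-promoting macrophage list from earlier work. The others were chosen by the study on these samples and are not independent evidence. Some further lists hold genes that the paper labels, such as Cxcl9 (interferon response), Myog (myogenic differentiation) and S100a8 (neutrophil transcripts).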
